# Aglianico Grape Seed Semi-Polar Extract Exerts Anticancer Effects by Modulating MDM2 Expression and Metabolic Pathways

**DOI:** 10.3390/cells12020210

**Published:** 2023-01-04

**Authors:** Rossana Cuciniello, Francesco Di Meo, Maria Sulli, Olivia Costantina Demurtas, Mirella Tanori, Mariateresa Mancuso, Clizia Villano, Riccardo Aversano, Domenico Carputo, Alfonso Baldi, Gianfranco Diretto, Stefania Filosa, Stefania Crispi

**Keywords:** grape-seed extract, apoptosis, MDM2, gene expression, cancer metabolism, proanthocyanidins, natural molecules

## Abstract

Grapevine (*Vitis vinifera* L.) seeds are rich in polyphenols including proanthocyanidins, molecules with a variety of biological effects including anticancer action. We have previously reported that the grape seed semi-polar extract of Aglianico cultivar (AGS) was able to induce apoptosis and decrease cancer properties in different mesothelioma cell lines. Concomitantly, this extract resulted in enriched oligomeric proanthocyanidins which might be involved in determining the anticancer activity. Through transcriptomic and metabolomic analyses, we investigated in detail the anticancer pathway induced by AGS. Transcriptomics analysis and functional annotation allowed the identification of the relevant causative genes involved in the apoptotic induction following AGS treatment. Subsequent biological validation strengthened the hypothesis that MDM2 could be the molecular target of AGS and that it could act in both a p53-dependent and independent manner. Finally, AGS significantly inhibited tumor progression in a xenograft mouse model of mesothelioma, confirming also *in vivo* that MDM2 could act as molecular player responsible for the AGS antitumor effect. Our findings indicated that AGS, exerting a pro-apoptotic effect by hindering MDM2 pathway, could represent a novel source of anticancer molecules.

## 1. Introduction

Grapevine (*Vitis vinifera* L.) is a plant rich in bioactive compounds that are principally distributed in berry skin, stem, leaves and seeds. Among the substances accumulated in grapes, the most biologically interesting ones are represented by polyphenols. They constitute the most important class of natural bioactive molecules. Therefore, there is an increasing interest in their use for the treatment and prevention of different chronic pathologies, including cancer. Grape seeds are a significant source of polyphenols, containing about 70% of these compounds accumulated in grapes [1]. In particular, these polyphenols belong mainly to the flavonoids, anthocyanins, proanthocyanidins and flavan-3-ols sub-classes. Among them, proanthocyanidins are known to be the key molecules responsible for a wide range of biological functions including antioxidant, anticancer, anti-inflammatory, antimicrobial, cardioprotective and neuroprotective functions [2]. More in detail, proanthocyanidins are oligomeric flavonoids generated downstream of phenolic acids, chalcones, flavanones and flavonols [3] that can be classified as oligomers (2–10 monomers) or polymers (>10 monomers), depending on the polymerization complexity. In addition, monomers can polymerize to form different procyanidins depending, also, on the connection modes and the monomer types [4]. Oligomers containing 2–10 monomers represent the most bioactive proanthocyanidins. The effectiveness of the oligomers could be also due to the higher bioavailability, since larger proanthocyanidins polymers are scarcely absorbed by the body in comparison to the shorter ones. Increasing evidence indicates that proanthocyanidins exert anticancer properties acting on multiple oncogenic signaling pathways [5,6,7]. These properties are linked to the peculiar ability of specific proanthocyanidins to interact with and modify the activity of proteins involved in the biological activities resulting from their use [7,8]. 

We have recently described the anticancer properties of semi-polar grape seed (GS) extracts from two Campania cultivars, Aglianico (AGS) and Falanghina (FGS), in three mesothelioma cell lines [9] differing in their sensitivity and resistance to the standard combined treatment with cisplatin and piroxicam [10]: MSTO-211H (MSTO), NCI-H2452 (NCI) and Ist-Mes2 (Mes2). Both the extracts resulted to be active in decreasing cancer properties, even if the AGS extracts provided the strongest effects. Subsequent metabolomic analyses indicated a high content in proanthocyanidins, with a maximum number of 11 polymerized units, enriched in AGS in comparison to FGS; this suggested that oligomeric proanthocyanidins might be involved in determining the detected anticancer activity [9]. In the present study, we unraveled the molecular signaling pathway involved in AGS anticancer effects in a mesothelioma tumor by means of multi-omics analysis. We first performed a transcriptomic analysis and a functional annotation with the aim of identifying the relevant causative genes associated with the treatment. Then, to deepen understanding of the AGS ability to modulate cancer cell metabolism, we performed a metabolomic analysis, which highlighted that AGS treatment modulates several metabolic pathways which play a role in cancer progression. Finally, the efficacy of AGS treatment was evaluated *in vivo* using a xenograft mouse model of mesothelioma. Overall, our data shed light on the mechanism, at a molecular-biochemical level, by which AGS exerts anticancer activity and provided evidence that it is able to reduce tumor growth *in vivo*.

## 2. Materials and Methods 

### 2.1. Cell Culture

All the culture media and supplements were purchased from Euroclone (Euroclone SpA, Pero (MI), Italy). Supplements for the growth of MCF10A cells were purchased from Merck (Merck group KGaA, Darmstadt, Germany). Human mesothelioma cell lines MSTO-211H (MSTO) and NCI-H2452 (NCI) were grown in RPMI 1640. Human mesothelioma Ist-Mes2 (Mes2) cells were cultured in DMEM. The human breast adenocarcinoma cell line MDA-MB-231(MDA) was grown in RPMI 1640, while human mammary epithelial cell line, MCF10A, was cultured in DMEM/Ham’s F-12 supplemented with 100 ng/mL cholera toxin, 20 ng/mL epidermal growth factor, 0.01 mg/mL insulin and 500 ng/mL hydrocortisone. Finally, human prostate adenocarcinoma cell line PC-3 (PC3) was grown in DMEM/ F-12 and normal prostate epithelium cell line PNT2 was cultured in RPMI 1640. All culture media were supplemented with 10% FBS, glutamine (2 mM), 1% nonessential amino acids and antibiotics (0.02 IU/mL^−1^ penicillin and 0.02 mg/mL^−1^ streptomycin). All cell lines were obtained from the American Type Culture Collection, except for Mes2 cells which were obtained from the Istituto Nazionale per la Ricerca sul Cancro-Genova (Italy). All the experiments reported below were performed in biological triplicate.

### 2.2. AGS Extract Preparation

Aglianico grape seed semi-polar extract (AGS) was prepared following the procedure previously described [9]. Seeds were ground with liquid nitrogen and then lyophilized. The powder was then homogenized with methanol/chloroform (1:4) using TissueLyser (Qiagen, Hilden, Germany). The alcoholic phase was then recovered after a 5′ centrifugation (12,000 rpm at 4 °C) and lyophilized again. Finally, the powder was dissolved in DMSO (Sigma-aldrich, St. Louis, MI, USA) at a concentration of 500 mg/mL and stored at −20 °C.

### 2.3. Cell Proliferation Assay

Approximately 1.5 × 10^5^ cells were treated with 150 or 350 μg/mL of AGS or vehicle (0.1% DMSO) for 24 + 24 h. Cells treated with vehicle were used as the control. The treatment 24 + 24 h was performed as follows: cells were treated twice, 16 h after seeding and again 24 h after the first administration. Subsequently, cells were collected and counted with Trypan Blue solution (Sigma-Aldrich, St. Louis, MI, USA). Cell viability was also evaluated by counting live cells using MTS assay (CellTiter 96; Promega Corporation, Madison, WI, USA) according to the manufacturers’ instructions. For the MTS assay, the absorbance was recorded on a microplate reader at a wavelength of 490 nm (VICTOR Multilabel Plate Reader; PerkinElmer, Inc., Waltham, MA, USA). All experiments were performed in biological triplicate and data are expressed as the mean ± SD. 

### 2.4. Apoptosis Detection by Flow Cytometry Analysis

Approximately 7.5 × 10^5^ cells were plated in 100 mm plates. After overnight incubation, cells were treated with 350 μg/mL of AGS extract for 24 + 24 h and stained with Propidium Iodide and Annexin V (Annexin V FITC assay, BD Biosciences, Franklin Lakes, NJ, USA), according to the manufacturer’s guidelines. Flow cytometry was performed using a flow cytometry system (FACSCanto, BD Biosciences Franklin Lakes, NJ, USA). All experiments were performed in biological triplicate and data are expressed as the mean ± SD. 

### 2.5. Transcriptomic Analysis

MSTO-211H (1.5 × 10^6^) were treated with 350 μg/mL of AGS for 24 + 24 h and RNA was then extracted using Trizol (Life Technologies, Carlsbad, CA, USA) and following manufacturer’s instructions. Total RNA samples were quantified with a spectrophotometer (NanoDrop 1000, Thermo Fisher Scientific, Waltham, MA, USA) and the quality was assessed by Bioanalyzer analysis (Agilent, Santa Clara, CA, USA).

Expression profiling was performed using 100 ng RNA and the Affymetrix Human Clariom S Assay (Affymetrix/Thermo Fisher Scientific, Waltham, MA, USA), which interrogates over 20,000 well-annotated genes. Total RNA was converted in labelled ssDNA and used to hybridize the microarray. All the procedures, including washing and staining of the array, were performed following Affymetrix instructions. After laser scanning, CEL files were used for data analysis. Primary data analysis was performed with the TAC 4.0 (Transcriptome Analysis Console software version 3.1.0.5-Thermo Fisher Scientific, Waltham, MA, USA) and the quality was assessed by Bioanalyzer analysis (Agilent, Santa Clara, CA, USA) including the Robust Multiarray Average module for normalization. Transcriptional modifications were detected, comparing AGS treated cells to untreated cells. Differentially expressed genes were selected applying as a cut-off criteria log2-fold change ≥ + /−2 and a *p* value ≤ 0.05.

Microarray data were deposited to GEO repository with the accession number GSE208183.

### 2.6. IPA Analysis

Functional annotation, pathway and network analysis as well Bioprofiler analysis were performed using Qiagen IPA software (https://digitalinsights.qiagen.com/, accessed on 8 August 2022). The “core analysis” function included in the software was used to interpret the differentially expressed data, which included biological processes, canonical pathways, upstream transcriptional regulators and gene networks. The BioProfiler tool includes all the scientific information to generate molecular profiles of diseases, phenotypes and biological processes, listing all the genes and compounds that have been associated with the profiled term.

### 2.7. Quantitative PCR

To validate expression of genes selected by transcriptomic analysis, RNA was extracted using Trizol (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. For qPCR (quantitative polymerase chain reaction) assays, 100 ng of total RNA from each AGS-treated and untreated sample were retro-transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystem, Waltham, MA, USA). Then, qPCR reactions were performed using 7900 HT Real Time PCR (Applied Biosystem). Gene specific primers for the selected genes are reported in Table 1. 

Primers were designed at exon–exon junctions using Primer express 2.0 (Applied Biosystems, Whaltam, MA, USA). Target expression level was performed as previously described [11], using *GAPDH* as a housekeeping gene. All the experiments were performed in biological triplicate. 

### 2.8. Western Blot

Protein extracts were prepared as previously described [10]. For each lane, 20 μg of total cell lysates were separated in 4–15% Tris–glycine gels (Bio-Rad Laboratories, Inc., Hercules, CA, USA) at 100 V. Proteins were then transferred to 0.2 μm PVDF membranes (Bio-Rad Laboratories, Inc.), probed with the specific primary antibodies, followed by secondary antibodies conjugated with horseradish peroxidase according to manufacturer’s indications. Primary antibodies used for Western blot include MDM2 (Santa Cruz Biotechnology, #sc-965, Santa Cruz, CA, USA), Phospho-c-Jun (Ser243) (Cell Signaling, #2994, Danvers, MA, USA), p53 (Cell Signaling, #2524), p21^Waf1/Cip1^ (Cell Signaling, #2947), p27^Kip1^ (BD Biosciences, #K25020). β-Actin (Cell Signaling, #3700) was used as the loading control. All the antibodies were used at working concentration indicated by manufacturers. Protein bands were detected by Clarity western ECL (Bio-Rad Laboratories, Inc.) and the blots were semi-quantified with ImageJ software. All the experiments were performed in biological triplicate.

### 2.9. Metabolomics Analysis

LC-HESI-HRMS analysis of the control and treated cell line metabolome was performed as previously described [12,13]. Semi-polar metabolites were extracted from 1 × 10^6^ cells that were lysed on ice by sonication at 10 Hz output (3 × 10 s) and homogeneously ground with 0.75 mL of cold 75% (*v*/*v*) methanol, 0.1% (*v*/*v*) formic acid, spiked with 0.5 μg/mL formononetin as an internal standard. After shaking for 40′ at 20 Hz using a Mixer Mill 300 (Qiagen), samples were centrifuged for 20 min at 20,000× *g* at 4 °C. Then, 0.6 mL of supernatant were removed and transferred into filter (PTFE) Whatman^®^ vials for LC/MS analysis (Sigma-Aldrich, Darmstadt, Germany). For each experimental group and for each cell line analyzed, 3 independent biological replicates, consisting of 1 × 10^6^ cells were analyzed for both AGS treated and untreated cells. For each biological replicate, at least one technical replicate was carried out. Liquid chromatography (LC) was carried out using a Phenomenex C18 Luna column (100 × 2.0 mm, 2.5 μm; Phenomenex, Torrance, CA, United States) and the mobile phase was composed of water–0.1% formic acid (A) and acetonitrile–0.1% formic acid (B). Total run time was 32 min, and the gradient was 0 to 0.5 min 95% A/5% B, followed by a 24 min linear gradient to 75% B and 26 min 95% A/5% B. 

Five microliters of each sample were injected and a flow of 0.25 was used throughout the LC semi-polar runs. Mass spectrometry analysis was performed using a quadrupole-Orbitrap Q-exactive system (Thermo Fisher Scientific, Cambridge, MA, USA), operating in positive/negative heated electrospray ionization (HESI) coupled to an Ultimate HPLC-DAD system (Dionex, Sunnyvale, CA, USA). Mass spectrometer parameters were set as follows: capillary and vaporizer temperatures 250 °C and 270 °C, respectively, discharge current 5.0 µA, probe heater temperature at 330 °C, S-lens RF level at 50 V. The acquisition was carried out in the 110/1600 m/z scan range, with the following parameters: resolution 70,000, microscan 1, AGC target 1e6 and maximum injection time 50 ms. Full scan MS with data-dependent MS/MS fragmentation was used for metabolite identification. All solvents used were LC-MS grade quality (CHROMASOLV^®^ from Sigma-Aldrich). Metabolites were quantified in a relative way by normalization on the internal standard (formononetin) amounts.

Untargeted metabolomics was carried out as previously reported [9]. Targeted metabolite identification was performed by comparing chromatographic and spectral properties with authentic standards (if available) and reference spectra, in house database, literature data and on the basis of the m/z accurate masses, as reported in the Pubchem database (http://pubchem.ncbi.nlm.nih.gov/, accessed on 8 August 2022) for monoisotopic mass identification or on the Metabolomics Fiehn Lab Mass Spectrometry Adduct Calculator (http://fiehnlab.ucdavis.edu/staff/kind/Metabolomics/MS-Adduct-Calculator/, accessed on 8 August 2022) in the case of adduct detection. 

All the experiments were performed in biological triplicate.

### 2.10. In Vivo Xenograft Model

3 × 10^6^ MSTO cells were resuspended in 100 μL of Matrigel (BD Biosciences) and injected in subcutis (s.c.) of the flank of 6-week-old NU/NU CD1 male mice (Charles River Laboratories, Calco (LC), Italy). Animals were housed in sterilized filter-topped cages kept in laminar flow isolators, fed with autoclaved food and water ad libitum and maintained in a 12 h light/dark cycle. When tumor masses reached the volume of 200–300 mm^3^, mice were enrolled in the study and randomized into two experimental groups: control (Vehicle, 0.1% DMSO *n* = 6) and treated with AGS (100 mg/Kg in 0.1% DMSO, *n* = 8). For each treatment, 500 μL of vehicle alone or AGS extract were administered via intraperitoneal (i.p.) injection three times a week for four weeks. During the experiment, tumors were measured three times a week using a caliper and tumor volume was determined using the formula: (length × width^2^)/2 and body weight registered. The general health status of mice was also constantly monitored. On day 28, mice were euthanized by cervical dislocation and tumor masses were collected for further analyses. 

The percentage of tumor growth inhibition (TGI) was calculated as follows: TGI (%) = (Vc − Vt)/(Vc − Vo) × 100, where Vc and Vt are the median tumor mass of control and treated groups, respectively, at the end of the study and Vo is the volume at the start. 

All the experiments involving animal studies were performed according to the European Community Council Directive 2010/63/EU, approved by the local Ethical Committee for Animal Experiments of the ENEA and authorized by the Italian Ministry of Health (n415/2021-PR).

### 2.11. Histology and Immunohistochemistry

At the end of the treatments, the mice were sacrificed, and tumor specimens assayed for Ki67, for apoptotic index (TUNEL assay) and for MDM2 expression. Immunohistochemistry was performed as previously described [14]. Briefly, tissue samples were fixed in formalin and embedded in paraffin, then sections from each specimen were cut at 3–5 µm, mounted on glass and dried overnight at 37 °C. They were then deparaffinized in xylene, rehydrated through a graded alcohol series and washed in PBS, which was used for all the subsequent washes as well as the antibody dilution. For immunohistochemistry, tissue sections were heated two times in a microwave oven for 5 min at 700 W in citrate buffer (pH 6). Rabbit anti-human Ki67 (DAKO Agilent) and rabbit anti-MDM2 (Elabscience, Houston, TX, USA) were used at final dilution 1:100 for 1 h at room temperature. Then, sections were incubated with UltraTek HRP secondary antibody (ScyTek Laboratories, Logan, UT, USA) for 1 h at room temperature. Diaminobenzidine (ScyTek Laboratories) was used as the final chromogen and hematoxylin was used as a contrast agent. For each tissue section, negative and positive controls were performed, either leaving out the primary antibody or using tissue expressing the antigen of interest. TUNEL reaction was performed using the peroxidases-based Apoptag kit (Sigma-Aldrich, Darmstadt, Germany). TUNEL-positive cells were detected with diaminobenzidine and H_2_O_2_, according to the supplier’s instructions. 

For each specimen, the expression of Ki67 and MDM2, as well as the apoptotic index were evaluated by estimating the number of positive cells visible for high-power field X40 (at least 20 different fields were analyzed for each specimen). The expression for Ki67 was evaluated considering the percentage of positive nuclei, while for MDM2 a score based on percentage of nuclei staining positive was defined as follows: 0 = 0%, 1 = 1–25%, 2 = 26–50% and 3 > 50%. Finally, apoptotic index was estimated counting the number of positive cells for field. All slides were evaluated by the two independent observers (AB and SC) and discordant cases were reevaluated collegially. 

### 2.12. Statistical Analysis

Graph Pad Prism 9.0 (GraphPad Software, Inc., San Diego, CA, USA) analysis was used to evaluate the differences between controls and treatment groups. One-way ANOVA was used to evaluate the significance of the differences among means. Dunnett’s multiple comparison test with Bonferroni post hoc correction was used to assess the significance between each treatment group and the control group. *p* ≤ 0.05 was considered to indicate a statistically significant difference.

As far as metabolomic analysis is concerned, data were statistically validated using an ANOVA plus Tukey’s pairwise t-test comparisons using PAST 4.09 https://www.nhm.uio.no/english/research/infrastructure/past/ (accessed on 8 August 2022). The test was used to identify, for each cell line, the differentially accumulated metabolites (DAMs) in the comparisons between AGS-treated vs. untreated samples. Heatmap and clustering visualization were performed using Morpheus, as previously reported [15]. The Venn diagram was realized using the Venny2.1 tool “https://bioinfogp.cnb.csic.es/tools/venny/index.html” (accessed on 22 August 2022), whereas functional metabolite classification was achieved by through the Metaboanalyst online tool “https://www.metaboanalyst.ca” (accessed on 13 October 2022). For *in vivo* experiments, fold-change in body weight was calculated as the mean percentage value of body weight at day of treatment with respect to the initial value (day 1) for each mouse. 

In regards to *in vivo* analysis, tumor growth data were elaborated as temporal dynamics and statistically analyzed by linear regression curve fit (95% CI; best fit value with 2 parameters: y-intercept and slope) using GraphPad Prism software v9.0 (GraphPad Software, San Diego, CA, USA). Data are expressed as means ± SEM for each group.

## 3. Results

### 3.1. Transcriptomics Profiling 

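MSTO-211H is a human cell line of biphasic mesothelioma, and AGS is an extract of the seeds of the Aglianico grape. RNA from 3 cultures labelled as treated with 350 μg/mL of AGS and from 3 control cultures was hybridized to 6 Clariom S arrays, 1 per culture. The deposited treatment labels give the control as the vehicle, 0.1% DMSO, while the sample titles and the paper's array methods call these cells untreated, and they are named vehicle here. According to the paper, the cells were treated for 24 + 24 h, the first dose being given 16 h after seeding. The deposited labels instead place the doses at 24 and 48 h within a treatment of 48 h. The authors normalized the scanned arrays by the Robust Multiarray Average (RMA) in the Transcriptome Analysis Console, so each deposited value is a log2 signal per probe set, and a difference of 1 is a doubling. The table holds 21448 probe sets with values from 2.04 to 18.69. Of these, 17709 are paired with 1 gene symbol, none with several, and the other 3739 are unnamed here. The median signal of the arrays lay between 6.55 and 6.67. The distance between the quartiles was 5.40 to 5.48 on the vehicle arrays, and 5.28, 4.80 and 5.18 on the arrays labelled AGS replicates 1, 2 and 3. The correlation over probe sets, which are not independent replicates, was 0.979 to 0.987 within the vehicle group, 0.966 to 0.976 within the AGS group and 0.957 to 0.982 between the groups. The array labelled AGS replicate 3 correlated more closely with every vehicle array than with either other AGS array. Its r was 0.982, 0.980 and 0.977 with vehicle replicates 1, 2 and 3, and 0.974 and 0.966 with AGS replicates 1 and 2. No 2 arrays held the same values, the highest number of values equal to the last of their 2 decimals in any pair being 224. Groups were compared on the log2 scale with limma's moderated test of AGS minus vehicle, adjusted by Benjamini-Hochberg over all probe sets. Gene lists were tested with camera, which compares a list with all other probe sets. They were fixed before the deposited values were examined, but after the study's folds in its Table S1 had been seen. The number of arrays limits the precision, and the table carries no measure of background, so it does not show whether a low signal is above background.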

To evaluate the molecular mechanism of AGS extract in regulating apoptosis in mesothelioma, we performed a transcriptomic analysis using the Clariom S array with the aim to identify the mostly affected pathways. 

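Among the genes past the adjusted p, those with the largest rises on the arrays labelled AGS in MSTO-211H cells were LUM, which encodes the matrix proteoglycan lumican, HMGCS1 of the cholesterol pathway, ACSS2, an acetyl-CoA synthetase, and CTSS, the lysosomal protease cathepsin S. Those with the largest falls were ID1, ID3 and ID2, inhibitors of helix-loop-helix transcription factors, together with FAM167A and SMAD6, an inhibitory SMAD. The direction of these values, AGS minus vehicle by the deposited labels, is opposite to that of the study. LUM was at 10.86 ± 0.178 (SD, n = 3) with AGS and at 6.93 ± 1.26 (SD, n = 3) with the vehicle, a log2 fold change of 3.93 (standard error 0.54, adjusted p = 0.0429 from limma). ACSS2 rose by 3.32 and CTSS by 3.10 on the log2 scale (adjusted p = 0.0314 from limma for both). SEMA3C, a secreted semaphorin, rose by 2.57 (adjusted p = 0.0327 from limma). ID1 was at 10.84 ± 0.901 (SD, n = 3) with AGS and at 14.73 ± 0.496 (SD, n = 3) with the vehicle, a log2 fold change of -3.88 (standard error 0.46, adjusted p = 0.0314 from limma). ID3 fell by 3.39 and ID2 by 2.81, with adjusted p of 0.0201 and 0.0419 from the same test. FAM167A fell by 3.13 and SMAD6 by 3.05. KRT80, an epithelial keratin, fell by 2.63 on the log2 scale. The log2 fold change was -2.59 for THBS2, which encodes a matrix protein, -2.58 for the neurotrophin gene BDNF, -2.45 for the transcription factor gene GATA2 and -2.17 for AXL, a receptor tyrosine kinase. No overlap between the 3 AGS and the 3 vehicle values was a condition for choosing these genes, so it is not a result about them. Of all probe sets, 17.2% had no overlap, where 10% are expected by chance. RHOBTB3 was the remaining named gene that fell, by 1.97, and MVD and TM7SF2 of the cholesterol pathway were the remaining named genes that rose.

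At the cut-off used here for the study's, a linear fold of at least 2 and an unadjusted p of at most 0.05, 393 probe sets were higher and 709 were lower on the arrays labelled AGS. At an adjusted p under 0.05 from limma, 9 were higher and 11 were lower, of which 7 and 11 are named. An unadjusted p under 0.05 was found for 2468 probe sets, where 1072 are expected by chance. Without AGS replicate 3 the study's cut-off gave 783 higher and 1427 lower, without AGS replicate 2 it gave 318 and 339, by an unmoderated analysis of variance 220 and 299, and after quantile normalization 480 and 568. At the adjusted p, limma gave 65 higher and 198 lower without AGS replicate 3, 1 and 1 without vehicle replicate 1, 0 and 1 without vehicle replicate 3, 0 and 3 without AGS replicate 1, and 0 in both directions without vehicle replicate 2 (1565 probe sets at an unadjusted p under 0.05) or AGS replicate 2 (1580 probe sets), as did the analysis of variance (1887 probe sets).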

In general, the analysis retrieved a total of 665 genes upregulated and 397 downregulated (Figure 1A and Table S1).

To functionally annotate the deregulated genes and to find relationships among transcripts specifically involved in apoptosis, we performed IPA (Ingenuity Pathway Analysis) analysis with the purpose of highlighting the major molecular pathways involved in the response to AGS treatment. Notably, as shown in the Figure 1B, the “Cholesterol Biosynthesis” resulted in the most enriched canonical pathway with the highest-ranking signaling pathway (−log *p*-value 2.5; Z-score > 2). 

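The genes of cholesterol biosynthesis were higher together on the arrays labelled AGS, opposite in direction to the study, which reports them as lowered. Which direction holds is open here. Of 17 measured genes of the pathway, all had a higher mean than with the vehicle, and for 16 of them every AGS value lay above every vehicle value. At an adjusted p under 0.05 from limma, 3 rose over all probe sets, and 16 rose when adjusted over the list alone. MVD, mevalonate diphosphate decarboxylase, was at 10.78 ± 0.178 (SD, n = 3) with AGS and at 8.22 ± 0.532 (SD, n = 3) with the vehicle, a log2 fold change of 2.56 (standard error 0.32, adjusted p = 0.0327 from limma). TM7SF2, a sterol reductase, rose by 2.50 (standard error 0.32, adjusted p = 0.0327 from limma). The adjusted p of MVD ranged from 0.0229 to 0.427 over 14 alternatives and was under 0.05 in 7 of them, as was that of TM7SF2. SQLE, squalene epoxidase, had a log2 fold change of 2.20, with an adjusted p of 0.0716 over all probe sets and of 0.000364 over the list alone from limma. PMVK, phosphomevalonate kinase, was the 1 member that did not pass, with a log2 fold change of 0.09. The median log2 fold change of the list was 2.20 (camera, adjusted p = 1.71e-22 over 36 lists, and adjusted p = 0.19 with an estimated correlation).

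Genes of fatty acid synthesis were also higher. Of 11 measured, 6 rose and none fell when adjusted over the list alone, and 1, ACSS2, rose over all probe sets. ACLY, which makes cytosolic acetyl-CoA from citrate, had a log2 fold change of 1.61 (adjusted p = 0.0742 over all probe sets from limma) and FASN, fatty acid synthase, one of 1.55 (adjusted p = 0.241 over all probe sets from limma). The list had a median log2 fold change of 0.92 (camera, adjusted p = 4.69e-07, and adjusted p = 0.19 with an estimated correlation). Of 6 genes of sterol uptake and SREBP regulation, none passed over all probe sets and 2 rose over the list alone. These were INSIG1, which retains SREBP in the endoplasmic reticulum, with a log2 fold change of 1.91, and STARD4, a sterol carrier, with one of 1.09. The median log2 fold change of this list was 0.60 (camera, adjusted p = 0.0339, and adjusted p = 0.263 with an estimated correlation), and its call was lost without vehicle replicate 1 (median 0.33, adjusted p = 0.103) or AGS replicate 1 (median 0.63, adjusted p = 0.0927), the median being 0.33 also without AGS replicate 2. It was lost by the unmoderated analysis of variance as well (adjusted p = 0.165). Of 5 targets of the sterol sensor LXR, none passed, over all probe sets or over the list alone, LPCAT3 having a log2 fold change of 1.41 and ABCA1 one of -0.88 (camera, adjusted p = 0.913). Without vehicle replicate 3, LPCAT3 was at 0.60 and ABCA1 at -0.54, and ABCA1 was at -0.45 without AGS replicate 1.

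**Figure D1:**
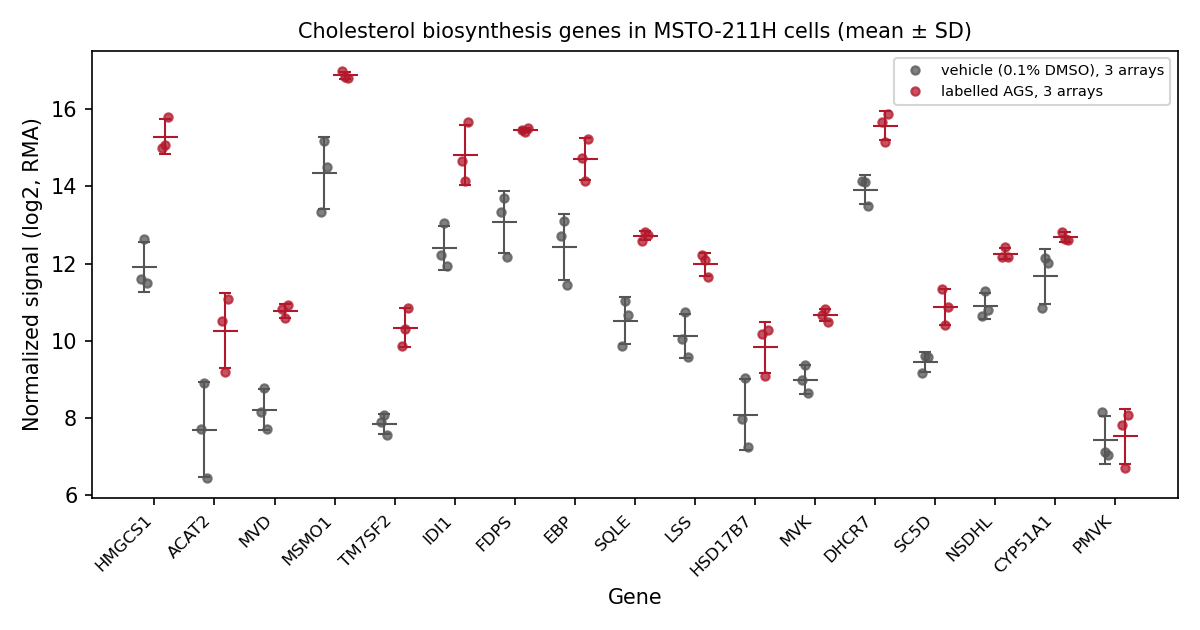
Normalized signal (log2, RMA) of the 17 measured cholesterol biosynthesis genes on 3 vehicle arrays (grey) and 3 arrays labelled AGS (red). Points are single arrays, horizontal bars are means and vertical bars are SD, and for every gene but PMVK the red points lie above the grey ones.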

Interestingly, cholesterol has been reported to have a cancer-type specific role in cancer development [16]. Indeed, among “Diseases and Disorders”, “Cancer” was the most representative category, and the majority of deregulated genes were associated to cancer, cell death, proliferation and cell viability (Figure 1C). 

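Genes of mitosis and the kinetochore were lower on the arrays labelled AGS on average, with a wide spread between arrays of the same group. Of 30 measured, 28 had a lower mean, but none passed at an adjusted p under 0.05 over all probe sets and 1 fell over the list alone. This was KIF18A, a mitotic kinesin, at 9.25 ± 1.62 (SD, n = 3) with AGS and 12.56 ± 0.315 (SD, n = 3) with the vehicle. Its log2 fold change was -3.31 (standard error 0.67, adjusted p = 0.163 over all probe sets and 0.0214 over the list alone from limma). CENPF, a kinetochore protein, had a log2 fold change of -3.05 (standard error 1.20, adjusted p = 0.395 over all probe sets from limma), with 11.02 on the array labelled AGS replicate 3 against 6.37 and 6.24 on AGS replicates 1 and 2, and of -4.63 without AGS replicate 3. The median of the list, relative to the middle vehicle array, was -2.48, -2.67 and -0.70 on AGS replicates 1, 2 and 3. Vehicle replicate 3 had a median of -3.20 on this scale, lower than any AGS array. Over all arrays the median log2 fold change was -1.09 (camera, adjusted p = 3.25e-06, and adjusted p = 0.637 with an estimated correlation). It was -2.14 without vehicle replicate 3, -1.82 without AGS replicate 3, -0.68 without vehicle replicate 1 and -0.54 without vehicle replicate 2.

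Other genes of proliferation were not called as groups over all 6 arrays. Of 20 genes of DNA replication, none passed, over all probe sets or over the list alone. CCNE1, cyclin E1, had a log2 fold change of 1.29 and MCM5, a subunit of the replicative helicase, one of -1.07 (camera, adjusted p = 0.146). This list had a median of -0.38 and was called lower without vehicle replicate 3 (median -0.73, adjusted p = 0.000119) or AGS replicate 3 (median -0.62, adjusted p = 0.0155), while the median was -0.06 without AGS replicate 2 (adjusted p = 0.979), -0.16 without vehicle replicate 2 and -0.21 without vehicle replicate 1. Of 13 replication histone genes, none passed, H2BC14 having a log2 fold change of -2.91 and H2AC11 one of -0.63 (camera, adjusted p = 0.913). H2BC14 was at -4.73 without vehicle replicate 3 and -1.61 without vehicle replicate 1, and H2AC11 at -1.39 without vehicle replicate 3 and -0.04 without vehicle replicate 2. Near-identical histone genes may share probes. The median of this list was 0.00, its mean -0.22 and the direction of the test lower, and it was called lower without vehicle replicate 3 (median -0.63, adjusted p = 0.00065), while the median was 0.33 without vehicle replicate 2 (adjusted p = 0.302). Of 10 G1 cyclins, their kinases and CDK inhibitors, none passed over all probe sets and 1, CDKN1A, rose over the list alone. CCND2, cyclin D2, had a log2 fold change of -1.96 and the CDK inhibitor gene CDKN1B one of -0.51. CCND2 was at -3.02 without vehicle replicate 1 and -1.30 without vehicle replicate 3, and CDKN1B at -0.80 without AGS replicate 2 and -0.31 without AGS replicate 3. The list had a median of -0.03, which was 0.09 after quantile normalization and between -0.12 and 0.11 with 1 array left out, a mean of 0.01 and an adjusted p of 0.965 from camera, whose direction was higher.

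**Figure D2:**
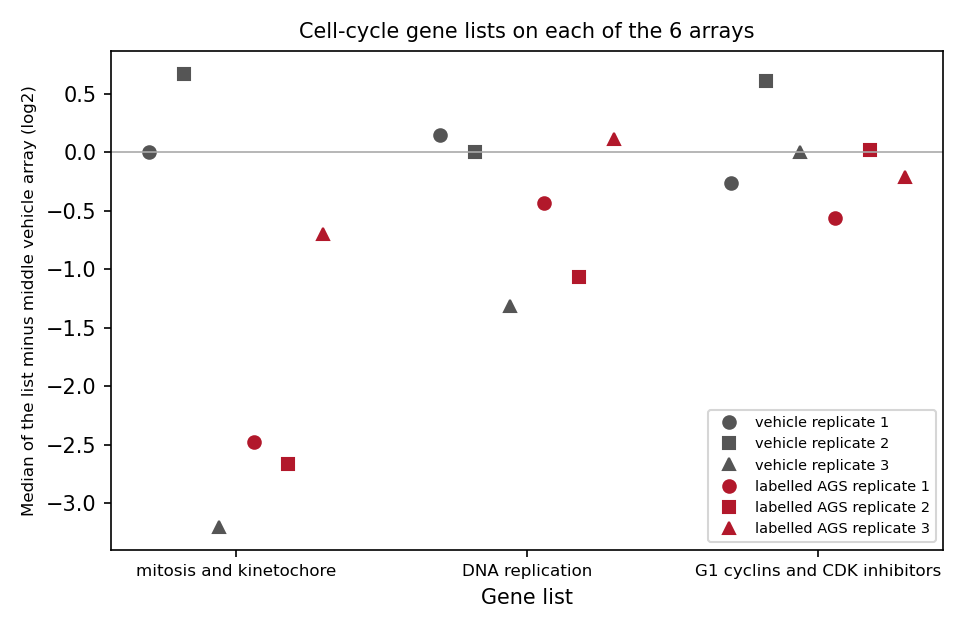
Median log2 signal of 3 cell-cycle gene lists on each of the 6 arrays, relative to the middle vehicle array (0). Grey symbols are vehicle arrays and red symbols are arrays labelled AGS, and vehicle replicate 3 lies at -3.20 for the mitosis and kinetochore genes.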

Then, to further analyze the putative target genes associated with AGS treatment, we carried out a Bioprofiler analysis. This approach can generate molecular profiles of diseases or of biological processes by listing the genes associated with the profiled term. This analysis detected *MDM2* (Murine Double Minute 2), an oncogene that acts as a transcriptional regulator, as the causative relevant gene linked to the AGS-induced apoptosis. 

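MDM2, the ubiquitin ligase that restrains p53, had a higher signal on the arrays labelled AGS than on the vehicle arrays. Its signal was 12.93 ± 0.252 (SD, n = 3) with AGS and 11.58 ± 0.305 (SD, n = 3) with the vehicle. The AGS arrays gave 13.00, 12.65 and 13.14 and the vehicle arrays 11.83, 11.67 and 11.24 for replicates 1, 2 and 3. This is a log2 fold change of 1.35 (standard error 0.28, adjusted p = 0.176 over all probe sets from limma). MDM2 therefore passed the cut-off on linear fold and unadjusted p but not the adjusted p over all probe sets. All 3 AGS values lay above all 3 vehicle values, for which a two-sided exact permutation test gives p = 0.1, the smallest p that 3 arrays against 3 allow. GAPDH, the housekeeping gene of the study's q-PCR, had a signal of 18.01 ± 0.0513 (SD, n = 3) with AGS and 17.79 ± 0.125 (SD, n = 3) with the vehicle. Its log2 fold change was 0.22 (adjusted p = 0.740 from limma), and -0.05 after quantile normalization.

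**Figure D3:**
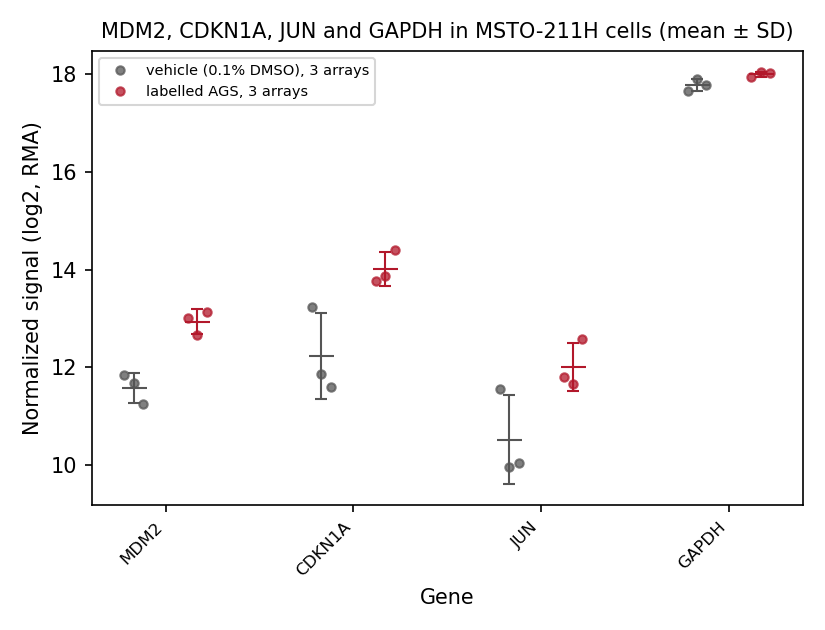
Normalized signal (log2, RMA) of MDM2, CDKN1A, JUN and GAPDH on 3 vehicle arrays (grey) and 3 arrays labelled AGS (red). Points are single arrays, horizontal bars are means and vertical bars are SD, and the MDM2 points lie between 12.65 and 13.14 with AGS and between 11.24 and 11.83 with the vehicle.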

As shown in Table 2, MDM2 activity, when decreased, is found to be associated with increased apoptosis and cell death. Instead, its increased activity is often associated with cancer traits.

A functional network analysis was performed to evaluate the presence of a functional connection among cholesterol biosynthesis and genes involved in apoptosis. This analysis highlighted a relationship among the genes linked to apoptosis *p53*, *MDM2* and *JUN* (Jun proto-oncogene) and the following transcripts involved in cholesterol metabolism: *HMGCS* (3-hydroxy-3-methylglutaryl-CoA synthase 1), *HMGCR* (3-hydroxy-3-methylglutaryl-CoA reductase), *DHCR24* (24-dehydrocholesterol reductase), *DHCR7* (7-dehydrocholesterol reductase), *FDFT1* (farnesyl-diphosphate farnesyltransferase 1). 

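Of the genes of this network, JUN, HMGCS1 and DHCR7 had higher signals on the arrays labelled AGS, as MDM2 did. The study gives each of these genes a negative fold, and which direction holds is open here. HMGCS1, which makes the HMG-CoA that enters the mevalonate pathway, was at 15.29 ± 0.446 (SD, n = 3) with AGS and at 11.91 ± 0.640 (SD, n = 3) with the vehicle. It rose by 3.37 on the log2 scale (standard error 0.38, adjusted p = 0.0314 from limma), and its adjusted p, under 0.05 in 7 of 14 alternatives, reached 0.427. DHCR7, the last enzyme of one branch of the pathway, was at 15.57 ± 0.370 (SD, n = 3) with AGS and at 13.92 ± 0.370 (SD, n = 3) with the vehicle. Its log2 fold change was 1.65 (standard error 0.31), with an adjusted p of 0.138 over all probe sets and of 0.000736 over the cholesterol biosynthesis list alone from limma. JUN, a subunit of the transcription factor AP-1, was at 12.00 ± 0.496 (SD, n = 3) with AGS and at 10.51 ± 0.907 (SD, n = 3) with the vehicle. Its log2 fold change was 1.49 (standard error 0.46, adjusted p = 0.329 over all probe sets from limma), which does not pass. Vehicle replicate 1 had a JUN signal of 11.56, near the AGS values of 11.79, 11.65 and 12.57, while vehicle replicates 2 and 3 were at 9.95 and 10.03. The other genes of the network were not analysed here.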

As evidenced in the network, DHCR24 was the only one directly connected to p53 and MDM2 (Figure 1D). Indeed, DHCR24 has been previously reported to reduce the activity of p53, directly by reducing its activation and indirectly by increasing the interaction between MDM2 and p53, thus leading to the ubiquitination of the latter [17]. Additionally, DHCR24 has been shown to interact with MDM2 independently of p53, possibly affecting other MDM2 targets [18]. Notably, the bioinformatic analysis indicated that AGS activates apoptosis in cancer cells targeting MDM2, which has been shown to play oncogenic roles in human cancers and to represent a valuable target for the development of novel cancer therapeutic agents [19].

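Target genes of p53 are compared here by the deposited labels, whose direction is opposite to the study's for MDM2 and CDKN1A. Of 27 measured, 25 had a higher mean on the arrays labelled AGS, most of them by little. None passed at an adjusted p under 0.05 over all probe sets from limma, and 4 rose over the list alone: CDKN1A, MDM2, TP53I3 and TIGAR. CDKN1A, the CDK inhibitor p21, was at 14.01 ± 0.342 (SD, n = 3) with AGS and at 12.23 ± 0.876 (SD, n = 3) with the vehicle. Its log2 fold change was 1.78 (standard error 0.43), with an adjusted p of 0.259 over all probe sets and of 0.0256 over the list alone from limma. The median log2 fold change of the list was 0.21 (camera, adjusted p = 0.00121, and adjusted p = 0.19 with an estimated correlation), and it was 0.32 without vehicle replicate 2 and 0.42 without AGS replicate 2. Genes that carry out or block apoptosis were not called as groups over all 6 arrays. Of 21 pro-apoptotic genes, none passed, over all probe sets or over the list alone. APAF1, the core of the apoptosome, had a log2 fold change of 0.83, which was 0.49 without vehicle replicate 3, and BMF, a BH3-only protein, one of 0.81. The median of this list was 0.11 (camera, adjusted p = 0.709). It was 0.30 without AGS replicate 2 (adjusted p = 0.0335), -0.04 without AGS replicate 1 (adjusted p = 0.837) and -0.11 without AGS replicate 3 (adjusted p = 0.992). Of 10 anti-apoptotic genes, none passed either, BIRC5, which is also a mitotic gene, having a log2 fold change of -1.92 and BCL2 one of -0.78. Without vehicle replicate 3 these were -3.15 and -0.13, and BIRC5 was at -1.09 without vehicle replicate 2. The anti-apoptotic list had a median of 0.03, which was -0.01 to 0.11 with 1 array left out, a mean of -0.12 and an adjusted p of 0.913 from camera, whose direction was higher. An unadjusted p under 0.05 was found for 1 pro-apoptotic gene, BMF, and for 1 anti-apoptotic gene, BIRC2. From the Bioprofiler and network analyses of the deregulated genes, the paper proposes that AGS activates apoptosis with MDM2 as its target. In the Bioprofiler analysis lower MDM2 activity is linked to more apoptosis and cell death (Table 2). The paper also rests this on later q-PCR, protein, apoptosis and xenograft measurements, in which MDM2 was lower with AGS. Those measurements were not analysed here.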

### 3.2. Biological Validation of Gene and Protein Expression 

To independently validate the expression of the genes highlighted in the functional network, we used q-PCR. More in detail, this analysis was carried out after the treatment with AGS or with the vehicle in all three mesothelioma cell lines: MSTO, NCI and Mes2. Overall, gene expression data confirmed the transcriptomic findings. In fact, we observed a strong downregulation of all the transcripts involved in cholesterol biosynthesis and a modulation of the genes involved in the apoptotic pathway. In particular, after AGS treatment, we found a consistent downregulation of *JUN* and *MDM2*, together with the upregulation of *p53* in all the analyzed cell lines (Figure 2A).

Western blot analysis also confirmed, in all the three mesothelioma cell lines, a decreased expression of MDM2 and of the active form of JUN (*p*-c-JUN) proteins as well as an increased level of p53 (Figure 2B), thus confirming the induction of apoptotic pathway by AGS. 

We also analyzed the protein expression of DHCR24, since it was connected in the network with p53 and MDM2 and its expression has been widely associated with cancer [20,21,22]. However, protein analysis revealed an increase in DHCR24 levels after AGS treatment, thus suggesting that the cholesterol pathway is not related to apoptosis. Despite the increased expression of DHCR24 protein level, we did not observe a reduction in the expression of p53, suggesting that in these cell lines, DHCR24 could be post-translationally regulated as previously reported [23].

These results strengthen the hypothesis that MDM2 could represent the main target of AGS treatment and that its downregulation could play a central role in determining apoptosis. 

### 3.3. AGS Induces Apoptosis in p53 Defective Cancer Cell Lines 

To ascertain if AGS could induce apoptosis through MDM2, we decided to analyze its efficacy in p53 defective cancer cells.

To this aim, we selected two cell lines of breast and prostate cancer characterized by high aggressive behavior and invasiveness: MDA and PC3, respectively. MDA cells belong to the triple-negative breast cancer (TNBC) cells, lacking estrogen and progesterone receptors, as well as HER2 (human epidermal growth factor receptor 2) [24]. They also lack functional p53, due to a missense non-functional mutation [25]. PC3 cells do not express androgen receptor and prostate-specific antigen (PSA) and have a *p53* mutated gene, due to the frame-shift mutation that leads to a truncated unfunctional protein of 168 amino acids [26].

First of all, we analyzed the AGS effect on cell viability on both cell lines. Cells were treated with 150 and 350 μg/mL of AGS concentration in a double treatment for 24 + 24 h (for more details, see methods). In addition, the same treatment was performed on the corresponding non-tumor cells MCF-10 and PNT2, respectively, to verify that AGS cytotoxicity was specific for cancer cells. As shown in Figure 3A, AGS extract was able to reduce cell viability by about 50% compared to untreated cells, in both breast and prostate cancer cells after the double treatment with 350 μg/mL. This result agrees well with our previous findings observed in mesothelioma cell lines [9]. On the contrary, no effect was detected in non-tumor cells MCF10A and PNT2.

To determine if the reduction in viability in these cell lines was caused by apoptosis, we performed a cytofluorimetric analysis. As reported in Figure 3B, AGS treatment determined apoptosis in both cell lines with a stronger effect in breast cancer. In particular, AGS determined an apoptotic increase of about 52% in MDA and about 23% in PC3, compared to the untreated cell.

We also investigated the molecular signaling pathway that triggered apoptosis in the absence of a functional p53. To this aim, we first checked, by q-PCR, the expression of genes included in the functional network (Figure 1D). We verified that in both cell lines *MDM2* and *JUN* followed the same expression pattern previously observed in mesothelioma cells. These results suggest an active role of this pathway in the apoptosis induction, also in the absence of a functional p53.

On the contrary, the analysis of the cholesterol biosynthesis genes was not concordant with the results observed in mesothelioma cells, again indicating that the cholesterol pathway does not account for apoptosis induced by AGS (Figure 4A).

In agreement with the gene expression data, protein levels of MDM2 and JUN clearly showed a decreased amount in both cell lines (Figure 4B). Moreover, as previously reported in different studies, we found unchanged protein expression of p53 in MDA [27], while it was absent in PC3, as expected [28]. These results indicate that AGS extracts are able induce apoptosis by downregulating MDM2, also in absence of functional p53.

To further dissect the signaling pathway involved in MDA and PC3 apoptosis, we focused our attention on two MDM2 molecular targets by analyzing the protein level of two CDKi (Cyclin-dependent Kinase inhibitor): p27 (CDKN1B) and p21(CDKN1A). p27 is a protein downstream of MDM2 that acts as a tumor suppressor [29], while p21 is a protein able to bind MDM2, thus increasing antitumor activity and apoptosis [30,31]. 

Of relevance, the results showed that AGS treatment induced p27 protein upregulation in MDA, while p21 expression was increased in both cell lines (Figure 4B). In breast cancer cells, p53 defective MDM2 inhibition is linked to an increased expression of p27 that partly mediates growth inhibition [32]. Otherwise, in prostate cancer cells, p27 was not modulated, suggesting that it might not be involved in the AGS-induced apoptotic pathway. 

Upregulation of p21 associated with MDM2 downregulation has been linked to apoptosis induction in either prostate and breast cancer cells [33,34]. Overall, these results indicate that AGS is able to induce apoptosis acting on MDM2 and independently from the active p53 protein.

### 3.4. Metabolomic Analysis

To investigate to which extent AGS treatment alters energy metabolism, we investigated, by LC-HRMS analysis, the effect of the AGS extracts on MSTO, PC3 and MDA cells, comparing AGS-treated samples vs. untreated control samples. First of all, we evaluated global metabolomics alterations by untargeted analysis (Table S2); overall, we found 322 differentially accumulated metabolites (DAMSs) in the AGS-treated samples. Principal component analysis (PCA) was exploited to achieve a general picture of the different samples; as evidenced in Figure S1, untreated and AGS-treated MSTO cells were located closer in the PCA plot, while both PC3 and MDA AGS-treated cells displayed a higher extent of changes when compared to the untreated cells. Subsequently, we used a tentative annotation pipeline for compounds being over- or under-accumulated in at least two out of three lines (Table S2). More in detail, 25 out of 115 DAMs were identified as increased in all comparisons and included amino acids and dipeptides (homolanthionine, glutamyl-threonine and asparaginyl-threonine). Other members of this class resulted in higher levels in MSTO and PC3 (N-acryloylglycine and N-acetyl-DL-serine), while L-carnitine was reduced in MSTO and MDA. On the contrary, trimethyllysine was higher in PC3 and MDA cells, while valine and 4-amino butanoic acid were reduced in MSTO and MDA [35].

In addition, several fatty acids (margaric acid, (+)-16-methyl stearic acid) and phospholipids such as glycerophosphocholine, (PC(2:0/O-16:0)[U], PC(O-14:0/2:0), PC(2:0/O-16:0)[U], PC(O-14:0/2:0), PE(18:0/0:0), PC(O-16:1(11Z)/2:0) and PC(0:0/18:1(9Z) were positively regulated in all AGS-treated cells. Notably, Alpha-CEHC, a tocopherol catabolite, was increased in all cell lines. Finally, for the additional 12 ions tentative chemical formulas were assigned, although it was not possible to retrieve an unequivocal identification. 

A targeted metabolomics approach allowed us to identify, in AGS-treated samples, 87 compounds involved in cell metabolism. Very interestingly, we found among them molecules belonging to primary pathways involved in cancer metabolism such as glycolysis and the acid citric cycle (tricarboxylic acid, TCA) (Table S3).

These compounds were used to perform a hierarchical clustering (HCL) analysis in order to evaluate the metabolite profile changes determined by AGS treatment (Figure 5). Metabolites sharing the same profile probably derive from the same biosynthetic pathway or can be part of the same regulatory system. 

As shown in Figure 5, the MSTO AGS-treated and untreated samples are clustered together, suggesting a more similar pattern of response to the AGS treatment; whereas, MDA AGS-treated are placed farthest, thus indicating that they are characterized by the largest and more divergent extent of metabolic changes. Finally, PC3 displayed an intermediate behavior between the two other cell lines under study. 

A more detailed analysis of the metabolic changes occurring in each cell line provided evidence that AGS treatment induced a strong modulation in different metabolic classes. In particular, and in agreement with gene expression data, we found several compounds involved in cholesterol metabolism and catabolism, but the majority of them did not change in the AGS-treated samples compared to control. However, other compounds were found to be decreased after AGS treatment. They included molecules involved in cholesterol biosynthesis. For instance, 14-demethyllanosterol/ 20-alpha,22beta-dihydroxycholesterol decreased in MSTO and PC3, while 4alpha-methylzymosterol-4-carboxylate/Calcitetrol decreased in all cell lines (Figure 5). Additional changes were found in metabolites participating in cholesterol catabolism such as cholesterol alpha-epoxide (5, 6 alpha-epoxy-5-alpha-cholestan-3 beta-ol) being over-accumulated in both MSTO and PC3 and 3-alpha,7alpha,26-trihydroxy-5 beta-cholestan), and over-accumulated in MSTO and MDA [36] cells. 

Of relevance, all the AGS-treated cell lines cells were characterized by further alterations in non-polar and semi-polar metabolic fractions; notable examples of the former are a group of fatty acids which were increased in PC3 and MDA AGS-treated cells (11,12,19-/11,12,20-trihydroxy-5,8,14-eicosatrienoic acid, 14,15,19-/14,15,20-trihydroxy-5,8,11-eicosatrienoic acid) or in MSTO and PC3 (cis-9,10-epoxyoctadecanoic acid (cis-EODA). In addition, levels of 13-keto-9Z,11E-octadecadienoic acid and 14,15-dihydroxy-5,-8,11-eicosatrienoic acid were higher in treated cells (Figure 5). 

Additional changes were found in several compounds of interest: folic acid increased in all cell lines; glucose/fructose and their phosphate forms and two other intermediates in the glycolysis pathway, phosphoenolpyruvate (PEP) and 2,3-phosphoglyceric acid, showed the same positive sign in PC3 and MDA; glyceraldehyde-3-phosphate (GAP) decreased in all treated cell lines. The same trend was observed in both MSTO and MDA cells for 6-O-phosphono-D-gluconic acid and 6-phosphonoglucono-D-lactone, which belongs to the pentose phosphate pathway (PPP), as well as for citric acid and its isoform (isocitric acid) which represent fundamental intermediates of the TCA cycle. Finally, AGS treatment determined the differential accumulation of other groups of interest, such as molecules belonging to the N compound group. For example, AMP was reduced in PC3 and MDA, while thymidine was reduced in MSTO and PC3. Among organic acids, we found benzoic acid to be over-accumulated in all lines and 4-hydroxy and phosphoric acid over-accumulated in PC3 and MDA. On the contrary, lactic acid was reduced in all cells analyzed.

Subsequently, a Venn diagram was used to determine the number of common and specific DAMs within the three cell lines analyzed (Figure S2). In agreement with HCL, MSTO cells treated with AGS exhibited the lowest number of DAMs, with PC3 and MDA sharing 19 common metabolites and a similar number of DAMs (46 and 45, respectively). Most of the common alterations displayed the same sign, with few exceptions as for glyceric acid, over- accumulated in MSTO and PC3 and down-accumulated in MDA; erythrose-4-phosphate, reduced in MSTO and increased in MDA; malic acid, whose amounts were lower in PC3 and higher in MDA cells; and alanine and isoleucine, increased in PC3 and decreased in MDA cells (Table 3). 

However, the analysis revealed only a partial overlap among the different comparisons, with ten metabolites that changed in all cell lines after AGS treatment (Figure S2).

Finally, to highlight the main metabolic pathways affected by AGS treatment, a functional enrichment analysis, performed using the Metaboanalyst tool, was carried out, considering the list of all differentially accumulated compounds. Interestingly, a strong impact on glucose/energy metabolism and more specifically on the Warburg effect, gluconeogenesis and pyruvate metabolism/glycolysis was observed following AGS treatment. Additionally, glutamate and glutathione metabolism as well as carnitine synthesis resulted as the top enriched pathways in AGS-treated cells (Figure 6).

### 3.5. In Vivo Analysis of AGS Treatment

On the basis of results obtained by transcriptomics and metabolome analyses, we decided to assess the efficacy of AGS in reducing *in vivo* tumor growth. To this aim, we set up an experiment using an ectopic xenograft tumor in a mouse model using MSTO cells. The experimental design is reported in Figure 7A. 

The results showed that the administration of AGS (100 mg/kg) three times a week for four weeks was able to significantly delay the growth of the ectopic tumors as compared to the untreated control group (*p*-value < 0.0001). As reported in the Figure 7B, AGS treatment was immediately effective, resulting in a constant and progressive delay in tumor mass. In particular, in the AGS treated mice, the final value of tumor mass was reduced by 40%, confirming an effective tumor growth inhibition in the AGS-treated tumors compared with the untreated control group (*p* < 0.0001; Figure 7B). Importantly, mice treated up to 28 days were healthy and displayed normal behavior and posture. Furthermore, as shown in Figure 7C, no significant variation was observed in body weight of animals treated with AGS with respect to controls at each evaluated time point, suggesting that in our experimental conditions, the grape seed extract is well tolerated.

With the intent to establish whether the inhibitory effect on tumor growth of AGS treatment was related to cell proliferation and apoptosis, Ki67 and TUNEL scores were performed at the end of treatment. Statistical analysis of the obtained scores showed that the proliferation index was significantly lower in tumors of mice treated with AGS, compared to the control group (*p* < 0.0004). Accordingly, the apoptotic index was significantly higher in tumors of mice treated with AGS (*p* < 0.0004). Furthermore, the immunohistochemical analysis of MDM2 expression in the tumors revealed a strong decreased expression in AGS treated samples with respect to control (*p* < 0.0001) (Figure 8). 

These results indicate that AGS treatment acts on both proliferation and apoptosis. Moreover, they confirmed *in vivo* that MDM2 can be considered as one of the molecular players responsible for the antitumor effect of AGS.

## 4. Discussion

Cancer represents the second leading cause of death all over the world and nowadays different therapeutic strategies are available to treat various cancers. However, the use of conventional drugs results in severe side effects due to their toxicity towards healthy cells. Another adverse aspect about the use of standard chemotherapeutics is that their efficacy is often reduced due to the development of cancer resistance—a multifaceted phenomenon related to cancer heterogeneity and occurring through DNA mutations, metabolic changes and drug inhibition or degradation [37]. In the latest decades, increasing research interests have been focused on the development of novel anticancer molecules. Most of the alternative anticancer therapies are based on the use of bioactive molecules extracted from natural sources, which are able to significantly reduce tumor progression and improve healing and survival [38]. In this perspective, several natural molecules have been reported to be non-toxic and effective against several cancers [39]. Our group has recently described the anticancer properties of semi-polar extracts from seed tissues of Aglianico—an Italian grape variety—against mesothelioma, a rare and aggressive cancer developing from the mesothelial surface of the pleural space and characterized by a late diagnosis and lack of effective treatment. In particular, we have reported that AGS in different mesothelioma cell lines was able to affect tumorigenic properties and to induce apoptosis in a time- and dose-dependent manner [9]. In addition, metabolomic analyses indicated that AGS extract was highly enriched in proanthocyanidins, molecules with a maximum number of 11 polymerized units, that could account for the anticancer activity.

In this study, we further dissected, at the molecular level, by means of transcriptomic and metabolomic analyses, the anticancer activity of AGS to find key players responsible for its effect. Deregulated genes were functionally annotated in IPA and this analysis highlighted that, among “Disease and disorders” categories, “Cancer” was indicated as the class containing the majority of genes deregulated by AGS treatment, thus confirming our previous observations. Subsequently, we performed an IPA Bioprofiler analysis that allowed us to identify genes associated with a specific molecular profile of a biological process. This analysis detected MDM2, which was downregulated, as the relevant causative gene linked to the apoptosis induced by AGS treatment.

The successive network analysis depicted an interaction between MDM2 and the other two genes involved in apoptosis: p53 and JUN, which were, respectively, upregulated and downregulated. In this context, the expression level of all these genes agrees well with the reduction in cancer cell proliferation.

MDM2 is an oncogene that acts as a negative regulator of the tumor-suppressor p53 [40] and it is overexpressed in many tumors [41]. Active p53 is known to downregulate the expression of several genes responsible for cancer development and its anticancer role has been widely described [42]. JUN is a transcription factor that plays a key role in controlling cell proliferation, apoptosis and differentiation [43], whose amplification has been associated with cancer progression and growth and with the increase in invasive properties [44,45].

The interaction between p53 and JUN is crucial for cell cycle regulation. In the absence of JUN, the basal level of p53 is increased resulting in reduced cell proliferation. On the contrary, JUN overexpression negatively regulates the transcription of p53, blocking the p53-mediated growth suppression [43].

The balance between MDM2 and p53 maintains a healthy cellular state. MDM2 is an E3 ubiquitin ligase that negatively regulates p53 [46], but it can also act in p53-independent ways modulating different pathways [47]. Furthermore, an increased expression of MDM2 is often present in cancer with mutated p53. 

To better analyze if MDM2 could be the relevant causative gene linked to AGS anticancer effects, we verified the efficacy of AGS treatment and the molecular pathway activated in p53-defective cancer cell lines. To this aim, we chose to use two cell lines characterized by high aggressive behavior and invasiveness: MDA, a breast cancer cell line that lacks of functional p53 due to a missense mutation [25] and PC3, a prostate cancer cell line with a mutation in the p53 gene that results in a truncated protein [26].

Our results confirmed that AGS treatment in both cell lines determined an increase in apoptosis, while no effect was evidenced in the corresponding normal non-tumor cell lines, MCF10A and PNT2. q-PCR analysis confirmed, in both cell lines, the expression levels of the genes in the network involved in apoptosis. Protein expression analysis clearly showed, in both cell lines, a decreased expression of JUN and MDM2, thus reinforcing the possibility that MDM2 could be the molecular target of AGS treatment. Finally, to understand the signaling pathway activated in the absence of p53 and involved in MDA and PC3 cell death, we analyzed the protein expression of p27 and p21, two CDK inhibitors whose upregulation has been reported to inhibit cell proliferation in both cancers. p21 and p27 have been described to bind MDM2 and activate apoptosis also in p53-defective contexts [29,30,31]. 

Our results confirmed that MDM2 downregulation is linked to upregulation of p21 and p27 expression in breast cancer cells. On the contrary, in PC3, decreased MDM2 appears to be linked to the exclusive upregulation of p21. These results suggest a p21 pro-apoptotic role in the absence of p53.

In order to gain insights about the biochemical changes occurring in the cancer cells following AGS treatment, we carried out a metabolomics analysis either at “global” untargeted or targeted levels. Cancer cells are characterized by metabolic changes that are needed for their proliferation and different metabolic rearrangements which are involved in cancer growth [48]. In fact, increased cell proliferation involves changes in energy metabolism and nutrient uptake. On the other hand, the metabolic shift in cancer can be influenced by oncogenes and tumor suppressors. More specifically, cancer metabolism is characterized by high glucose/energy metabolism that is used to produce energy (Warburg effect). Other metabolic changes involve the pentose phosphate pathway (PPP) as well as biosynthesis of lipids, proteins and nucleic acids and TCA [48].

In our study, metabolomic analysis of MSTO, PC3 and MDA cells following AGS treatment detected 115 DAMs. Interestingly, in all the cell lines analyzed, we observed a metabolic shift with a reduction in lactic acid, the glucose fermentation product, and an increase in the intermediates of the citric acid pathway, such as citric acid, isocitric acid and α-ketoglutaric acid. These data suggest an inhibition of the Warburg effect and an activation of the mitochondrial activity, resulting in apoptosis. 

Notably, PC3 and MDA cell lines displayed a more extreme attitude compared to MSTO, as revealed both by PCA and HCL analysis, as well as by the number of common and DAMs metabolites. This aspect could reflect the lack of functional p53.

Using a metabolomics annotation pipeline and focusing on ions with a consistent trend in at least 2 out of 3 cell lines, we were able to assign 37 chemical formulas and 25 identities. In most of the cases, metabolic alterations agree well with the decreased tolerance to cancer induction and proliferation. A notable example is the increase in all cell lines of Alpha-CEHC, produced in the frame of tocopherol catabolism that has been described to have anticancer properties [49]. 

We found changes in metabolites, belonging to a lipid class, that have been described to have anticancer properties (e.g. eicosatrienoic acids) [50] or to be associated with low risk of cancer development (as ( + )-16-methyl stearic acid) [51]. Furthermore, we found a group of phospholipids with higher contents in AGS-treated cells. These molecules can have a dual role since their overexpression can be associated with cell growth increase, while others might show opposite functions, determining growth decrease and apoptosis increase [52].

We also observed that AGS was able to modulate metabolites belonging to the amino acid class. It has been described that MDM2, independently of p53, is able to transcriptionally regulate amino acid metabolism and, in particular, act on serine/glycine metabolism contributing to cancer cells’ anabolic demand [53]. Our data support this observation, since we noticed a reduced amount of serine. Moreover, we found L-carnitine reduced in MSTO and MDA cells. This is a very interesting finding since the carnitine system is known to have a central role in cancer metabolic plasticity. Indeed, it interplays with key factors that supply the increased energetic and biosynthetic demand of cancer cells [54].

Other metabolic changes consistent with AGS anti-cancer activity were found in folic acid [55] as well as in benzoic acid and its derivatives [56]. Finally, AGS-treated cells showed a reduced content in some N compounds with primary roles for cell metabolism. This aspect is of particular interest since it is known that cancer cells need high amounts of nitrogen [57].

Our functional enrichment analysis highlighted the involvement of several metabolic pathways modulated by AGS treatment: Warburg effect, pyruvate/glycolysis and gluconeogenesis. All these pathways have been reported to play a key role in cancer [48].

Overall, these results agree well with previous studies, indicating that activation of p53 affects cancer properties by modulating the glucose metabolism and the Warburg effect through inhibition of MDM2 [58]. Furthermore, our data suggest that MDM2 could modulate glucose metabolism also independently of p53 [59].

To validate, *in vivo*, the AGS anticancer effects, we generated a xenograft mesothelioma mouse model. The results indicated that administration of AGS three times/week for up to four weeks strongly delayed tumor growth, when compared to control, untreated tumors. According to this observation, immunohistochemical analysis indicated that tumor samples from AGS-treated mice showed a decrease in proliferation index and an increase in apoptosis. In addition, we also confirmed *in vivo* that AGS determined a reduction in MDM2 expression, thus suggesting that MDM2 could represent the causative gene of the apoptosis induced by AGS treatment. 

## 5. Conclusions 

Combined transcriptomics and metabolomics analysis allowed us to unravel the unknown mechanism of action of AGS against mesothelioma, breast and prostate cancer. Overall, our results indicate that apoptosis induced by AGS-treatment occurred through MDM2 downregulation and concomitant modulation of glucose metabolism. *In vivo* analysis confirmed the downregulation of MDM2 and the concomitant activation of the apoptotic pathway, suggesting that MDM2 can be viewed as a candidate target to induce an anticancer effect. Notably, MDM2 has been shown to act as oncogene in human cancers, and different strategies to inhibit MDM2 are under analysis for their treatment. The promising results of our study rely on the efficacy of AGS treatment also in p53-defective cancer cells and on the finding that MDM2 represents the key mediator of AGS activity. Taken together, our data suggest that AGS could be viewed as a natural source for selecting novel anticancer drug molecules exerting pro-apoptotic activity in different cancers. 

## Figures and Tables

**Figure 1:**
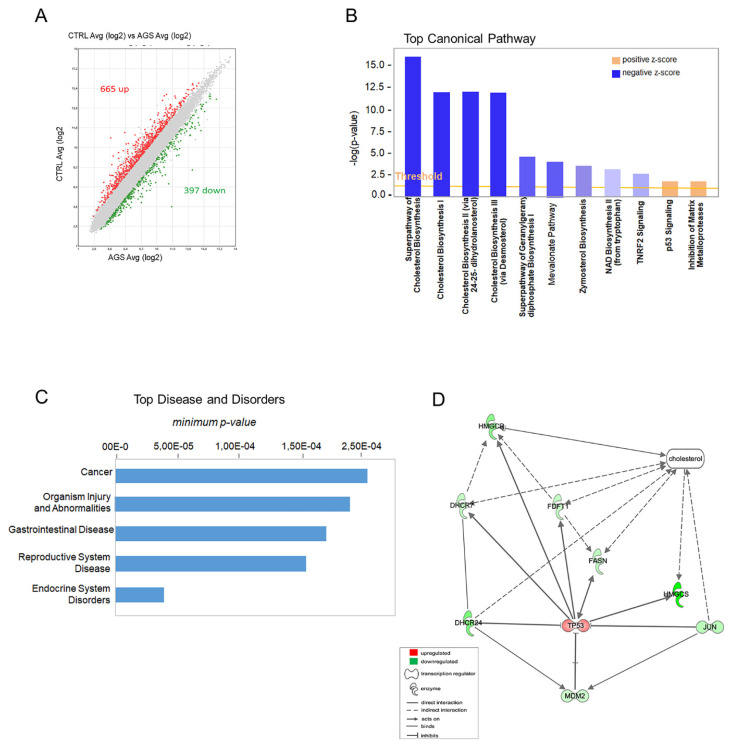
Functional annotation of AGS deregulated genes. (**A**) AGS treatment detected about one thousand deregulated genes: 665 upregulated and 397 downregulated. (**B**) IPA top enriched canonical pathways to which belong deregulated genes. (**C**) IPA classification of the most representative Diseases and Disorders. (**D**) IPA functional network analysis that associated the genes of the cholesterol biosynthesis and genes involved in apoptosis.

**Figure 2:**
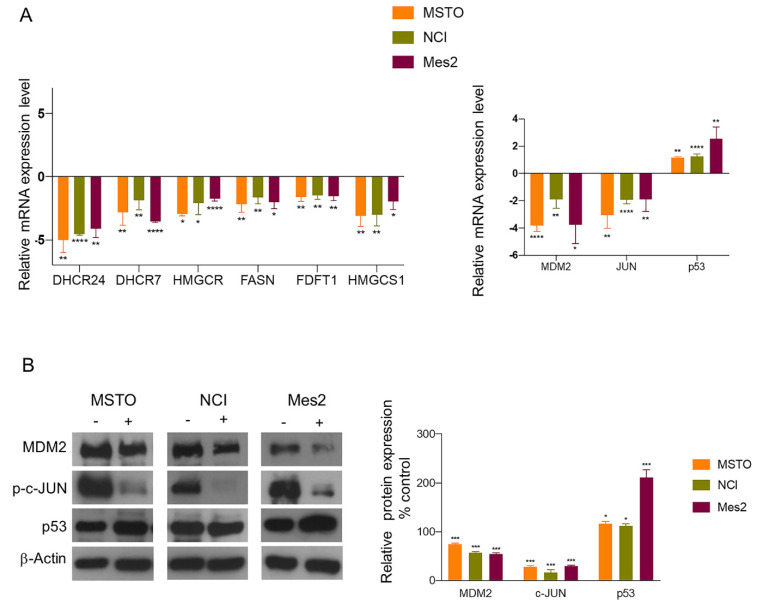
Biological validation of the AGS-deregulated genes included in the network. (**A**) q-PCR analysis of the expression of genes involved in the cholesterol biosynthesis and in apoptosis in MSTO, NCI and Mes2 cells. (**B**) Protein analysis of the genes involved in apoptosis, MDM2, JUN and p53 in MSTO, NCI and Mes2 cells after AGS treatment. The relative expression levels were compared to the β-actin used as loading control. (-): untreated cells, (+): AGS- treated cells. Data are presented as the mean ± standard deviation (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.0004, **** *p* < 0.0001 vs. control. All data are representative of at least three independent experiments.

**Figure 3:**
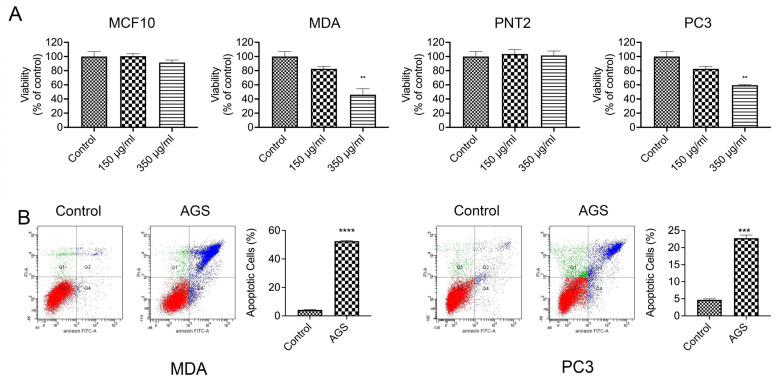
AGS treatment induces apoptosis in breast and prostate cancer, MDA and PC3. (**A**) AGS determines cell viability decrease in MDA and in PC3 cells, while it does not have effect on the non-tumoral cells MCF10A and PNT2. (**B**) FACS analysis showed that AGS treatment triggers apoptosis in both cell lines with a major effect in MDA, as reported by the histograms. Data are presented as the mean ± standard deviation (*n* = 3). ** *p* < 0.01, *** *p* < 0.0004, **** *p* < 0.0001 vs. control. Control indicates untreated cells. All data are representative of at least three independent experiments.

**Figure 4:**
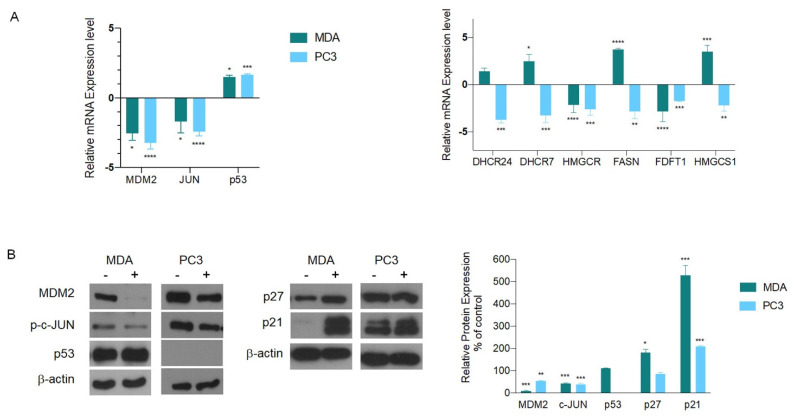
Biological validation of the genes included in the network in MDA and PC3 after AGS treatment. (**A**) q-PCR analysis of the expression of genes involved in apoptosis and in the cholesterol biosynthesis. (**B**) Protein analysis of the genes involved in apoptosis, MDM2, JUN and p53 and of p21 and p27, two MDM2 targets. The relative expression levels compared to the b-actin used as loading control. (-): untreated cells, (+) AGS- treated cells. Data are presented as the mean ± standard deviation (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.0004, **** *p* < 0.0001 vs. control. All data are representative of at least three independent experiments.

**Figure 5:**
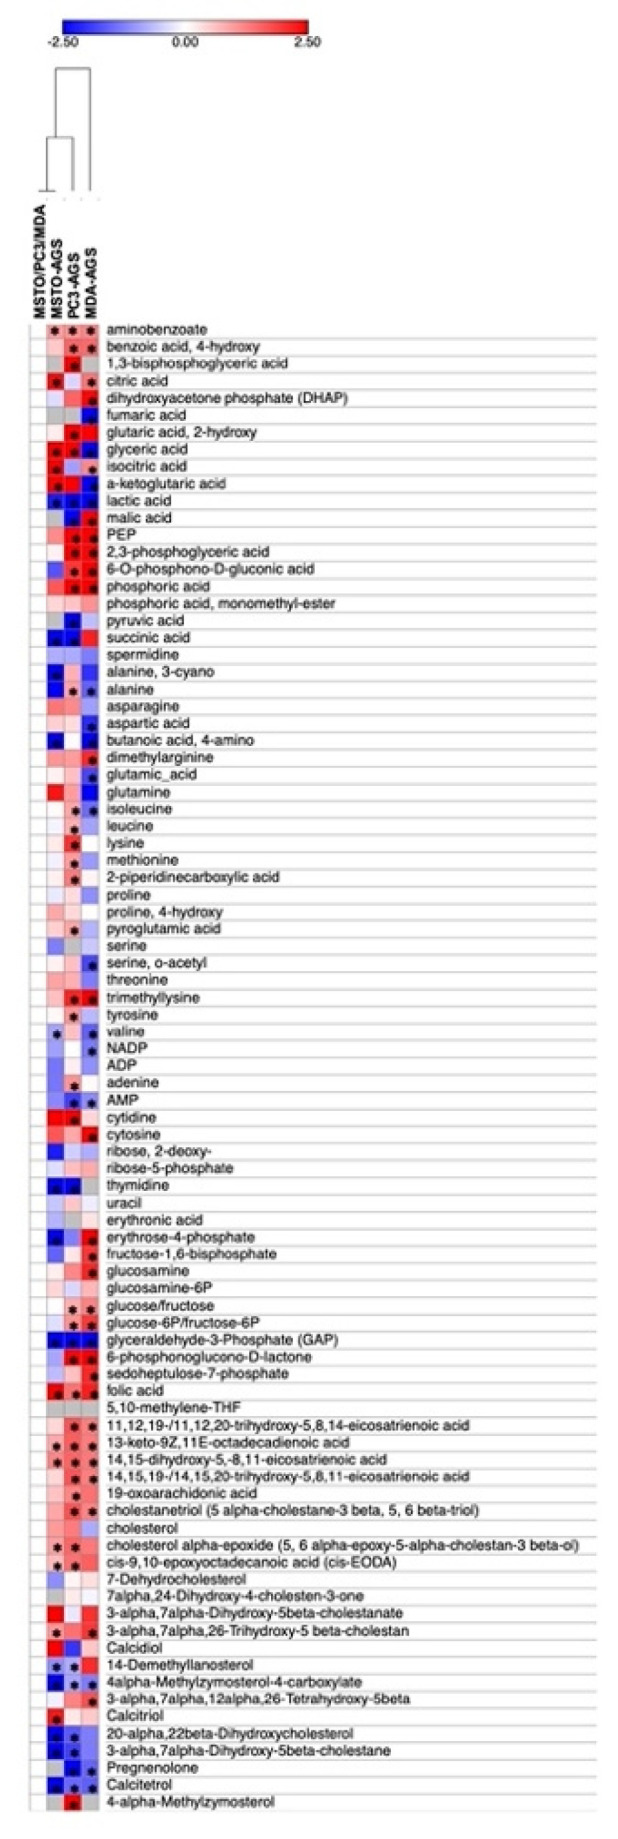
Hierarchical Clustering (HCL) of targeted metabolome of AGS-treated tumor cell lines. Data were normalized, for each cell line, to their respectively untreated control samples and expressed as log2. Asterisks indicate differentially accumulated metabolites (DAMs) according to an ANOVA + Tukey’s pairwise *t*-test. All data are representative of at least three independent experiments.

**Figure 6:**
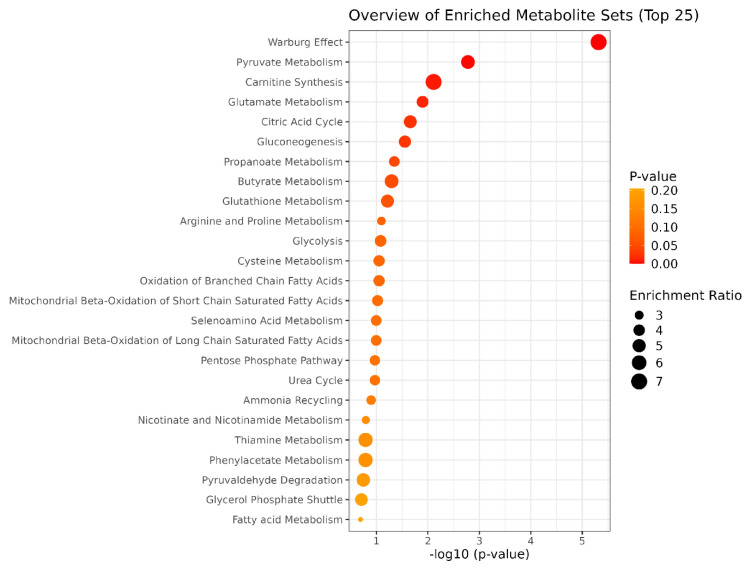
Functional enrichment analysis of differentially accumulated metabolites. Dot Plots of pathway enrichment analysis of metabolites using the MetabolAnalysist5.0 tool (for more details, see materials and methods). Only metabolites altered in at least two out of three cell lines were considered.

**Figure 7:**
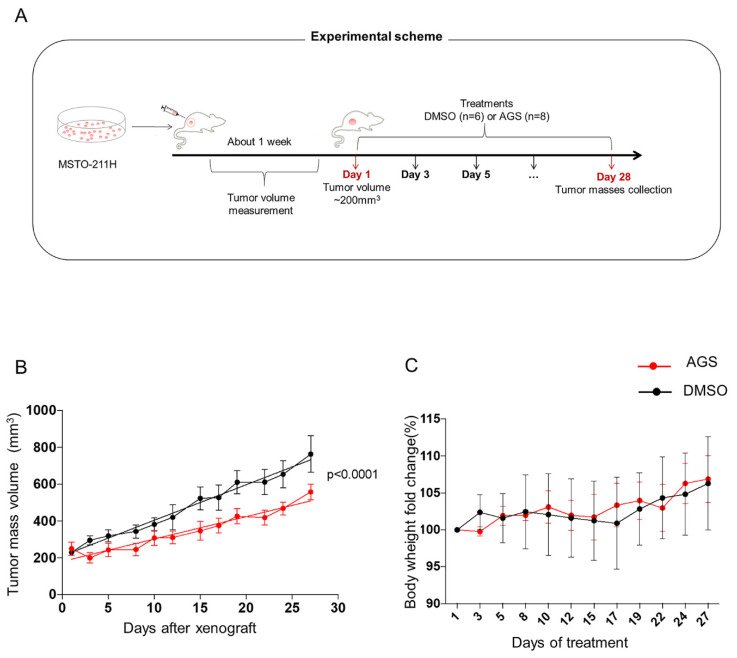
*In vivo* anticancer properties of AGS. (**A**) Experimental scheme showing design and details of the mesothelioma xenograft mouse model (for details see methods). (**B**) AGS administration significantly delayed the growth of the ectopic tumors as compared to the untreated tumors (DMSO) (*p* < 0.0001). (**C**) Mice body weight measured during the entire period of the treatment and expressed as percentage with respect to the first day of treatment. Data are expressed as means ± SEM for each group and the linear regression (dashed line) is reported.

**Figure 8:**
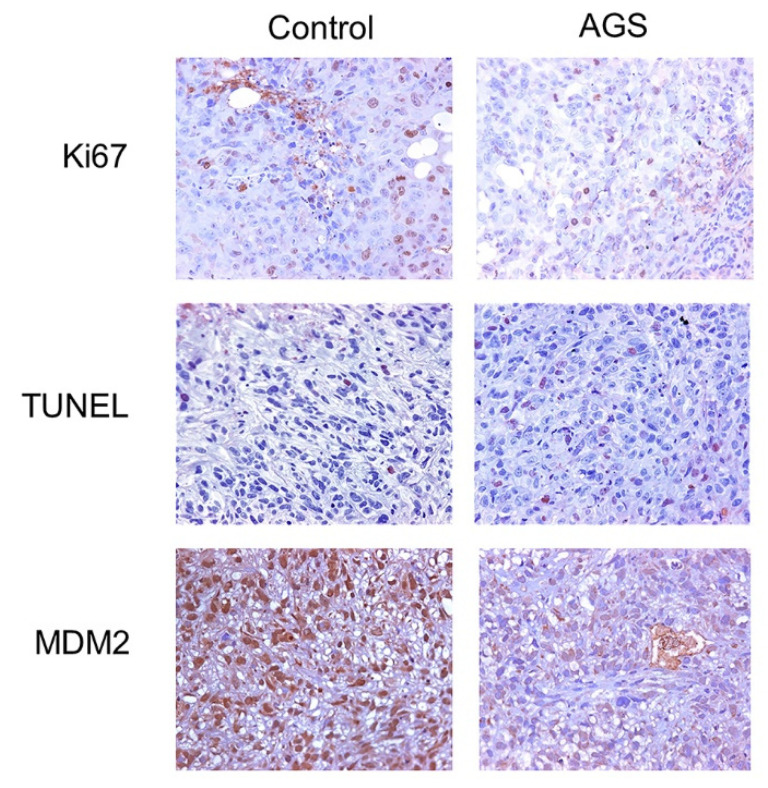
*In vivo* effects of AGS on cell proliferation, apoptosis and on MDM2 expression. Representative images of immunohistochemical staining of tumors from AGS-treated compared to the vehicle treated (Control) (original magnification ×20). AGS treatment determines a significant decrease in cell proliferation (*p* < 0.0004) and increase in apoptosis (*p* < 0.0004) as well as a reduction in MDM2 expression (*p* < 0.0001).

**Table 1:** qPCR primers.

Gene	Forward	Reverse
*p53*	5′-TCTGTCCCTTCCCAGAAAACC-3′	5′-CAAGAAGCCCAGACGGAAAC-3′
*JUN*	5′-TTTTGCAAGCCTTTCCTGCG-3′	5′-TCTTCTCTTGCGTGGCTCTC-3′
*MDM2*	5′-AAGGTGGGAGTGATCAAAAGGA-3′	5′-TAGAAACCAAATGTGAAGATGAAGGT-3′
*DHCR24*	5′-ACATCTGCACTGCTTACGAG-3′	5′- AAACCCAGCGTCCCACAG-3′
*DHCR7*	5′- CGCAGGACTTTAGCCGGT-3′	5′-TGGCTTTGGGAATGTTGGGT-3′
*FDFT1*	5′-GGAAGGTGATGCCCAAGATG-3′	5′-ACTGGTCTGATTGAGATACTTGTAGCA-3′
*HMGCR*	5′-CCTTTCCAGAGCAAGCACATTA-3′	5′-TTTCCCTTACTTCATCCTGTGAGTT-3′
*HMGCS1*	5′-TGCTGTCTTCAATGCTGTTAACTG-3′	5′-ACCAGGGCATACCGTCCAT-3′
*GAPDH*	5′-CAAGGCTGTGGGCAAGGT-3′	5′-GGAAGGCCATGCCAGTGA-3′

**Table 2:** Bioprofiler analysis of AGS deregulated genes identifying *MDM2* as causative gene.

MDM2	Effect on Disease	Disease or Function
decreased	affects	Aberration of Chromosomes, Abnormal cell cycle
decreased	affects	Abnormal cell cycle
decreased	increases	Apoptosis
decreased	increases	Apoptosis of lymphocytes
decreased	decreases	Cell viability of lumphoma cell lines
decreased	affects	Abnormal morphologyof granule neuron progenitors cells
decreased	increases	Arrest in G1 phase of lung cancer cell lines
increased	decreases	Apoptosis of hematopoietic cell lines
increased	affects	Morphology of bone cancer and sarcoma cell lines
increased	decreases	Stabilization of chromosomes
increased	decreases	Arrest in G1 phase of bone cancer cell lines
increased	increases	Invasion of tumor cell lines
increased	increases	Cancers and tumors
increased	increases	Arrest in cell cycle progression
increased	increases	Proliferation of cells
increased	decreases	Apoptosis
increased	increases	Development of mammary tumor
increased	increases	Lung metastasis by tumor
increased	decreases	Arrest in proliferation of cells

**Table 3:** Differentially accumulated metabolites following AGS treatments. Up and down arrows represent over- and under-accumulated metabolites.

MSTO	PC3	MDA
14-Demethyllanosterol ↓	1,3-bisphosphoglyceric acid ↑	11,12,19-/11,12,20-trihydroxy-5,8,14-eicosatrienoic acid ↑
20-alpha,22beta-Dihydroxycholesterol ↓	11,12,19-/11,12,20-trihydroxy-5,8,14-eicosatrienoic acid ↑	13-keto-9Z,11E-octadecadienoic acid ↑
3-alpha,7alpha-Dihydroxy-5beta-cholestane ↓	13-keto-9Z,11E-octadecadienoic acid ↑	14,15-dihydroxy-5,-8,11-eicosatrienoic acid ↑
3-alpha,7alpha,26-Trihydroxy-5 beta-cholestan ↑	14-Demethyllanosterol ↓	14,15,19-/14,15,20-trihydroxy-5,8,11-eicosatrienoic acid ↑
4alpha-Methylzymosterol-4-carboxylate ↓	14,15-dihydroxy-5,-8,11-eicosatrienoic acid ↑	2,3-phosphoglyceric acid ↑
a-ketoglutaric acid ↑	14,15,19-/14,15,20-trihydroxy-5,8,11-eicosatrienoic acid ↑	3-alpha,7alpha,12alpha,26-Tetrahydroxy-5beta ↑
alanine, 3-cyano ↓	19-oxoarachidonic acid ↑	3-alpha,7alpha,26-Trihydroxy-5 beta-cholestan ↑
Aminobenzoate ↑	2-piperidinecarboxylic acid ↑	4alpha-Methylzymosterol-4-carboxylate↓
butanoic acid, 4-amino ↓	2,3-phosphoglyceric acid ↑	6-O-phosphono-D-gluconic acid ↑
Calcitetrol ↓	20-alpha,22beta-Dihydroxycholesterol↓	6-phosphonoglucono-D-lactone ↑
Calcitriol ↑	3-alpha,7alpha-Dihydroxy-5beta-cholestane ↓	a-ketoglutaric acid ↓
cholesterol alpha-epoxide (5, 6 alpha-epoxy-5-alpha-cholestan-3 beta-ol) ↑	4-alpha-Methylzymosterol ↑	Alanine ↓
cis-9,10-epoxyoctadecanoic acid (cis-EODA) ↑	4alpha-Methylzymosterol-4-carboxylate ↓	Aminobenzoate ↑
citric acid ↑	6-O-phosphono-D-gluconic acid ↑	AMP ↓
erythrose-4-phosphate ↓	6-phosphonoglucono-D-lactone ↑	aspartic acid ↓
folic acid ↑	Adenine ↑	benzoic acid, 4-hydroxy ↑
glyceraldehyde-3-Phosphate (GAP) ↓	Alanine ↑	butanoic acid, 4-amino ↓
glyceric acid ↑	Aminobenzoate ↑	Calcitetrol ↓
isocitric acid ↑	AMP ↓	cholestanetriol (5 alpha-cholestane-3 beta, 5, 6 beta-triol) ↑
lactic acid ↓	benzoic acid, 4-hydroxy ↑	citric acid ↑
succinic acid ↓	Calcitetrol ↓	Cytosine ↑
Thymidine ↓	cholestanetriol (5 alpha-cholestane-3 beta, 5, 6 beta-triol) ↑	dihydroxyacetone phosphate ↑
Valine ↓	cholesterol alpha-epoxide (5, 6 alpha-epoxy-5-alpha-cholestan-3 beta-ol) ↑	Dimethylarginine ↑
	cis-9,10-epoxyoctadecanoic acid (cis-EODA) ↑	erythrose-4-phosphate ↑
	Cytidine ↑	folic acid ↑
	folic acid ↑	fructose-1,6-bisphosphate ↑
	glucose-6P/fructose-6P ↑	fumaric acid ↓
	glucose/fructose ↑	Glucosamine ↑
	glutaric acid, 2-hydroxy ↑	glucose-6P/fructose-6P ↑
	glyceraldehyde-3-Phosphate (GAP) ↓	glucose/fructose ↑
	glyceric acid ↑	glutamic acid ↓
	Isoleucine ↑	glyceraldehyde-3-Phosphate (GAP) ↓
	lactic acid	glyceric acid ↓
	Leucine ↑	isocitric acid ↑
	Lysine ↑	Isoleucine ↓
	malic acid ↓	lactic acid ↓
	Methionine ↑	malic acid ↑
	PEP ↑	NADP ↓
	phosphoric acid ↑	PEP ↑
	Pregnenolone ↓	phosphoric acid ↑
	pyroglutamic acid ↑	Pregnenolone ↓
	pyruvic acid ↓	sedoheptulose-7-phosphate ↑
	succinic acid ↓	serine, o-acetyl ↓
	Thymidine ↓	Trimethyllysine ↑
	Trimethyllysine ↑	Valine ↓
	Tyrosine ↑	

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12020210/s1, Figure S1. Principal Component Analysis (PCA) of untargeted metabolome of AGS-treated tumor cell lines. Figure S2. Venn diagram of the different DAMs in the cell lines analyzed. Table S1. Gene list of upregulated and downregulated genes after AGS treatment. Table S2. Untargeted metabolomics analysis of tumor cell lines after AGS treatment. For each ion, m/z, retention time (RT), average (Avg), standard deviation (St.dev.) and *p* Value according to a Tukey’s *t*-test in the comparison AGS treated vs untreated cells are reported. Differentially accumulated (DA) ions have been highlighted in red (up) or green (down), while pink boxes indicate statistically significant differences. Table S3. Targeted metabolomics analysis of tumor cell lines after AGS treatment. For each metabolite, the pathway in which they are involved, metabolic class, average (Avg), standard deviation (St.dev.) and *p* Value according to a Tukey’s *t*-test in the comparison AGS treated vs untreated cells are reported. Differentially accumulated metabolites (DAMs) have been highlighted in red (up) or green (down), while pink boxes indicate statistically significant differences.

How the deposited data were processed for this re-analysis (not part of the article)

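Gene expression was measured on Clariom S arrays in MSTO-211H cells, 3 arrays labelled AGS and 3 labelled vehicle, the labels naming the replicates of each group as biological. The authors deposited log2 signals per probe set, made from the scanned arrays by RMA, which corrects background, quantile normalizes and summarises the probes of a set. The submitters' processing notes name RMA and the Transcriptome Analysis Console without a version, and the annotation release is not given in the sources used here. RMA makes the arrays comparable on the assumption that most genes do not change. Samples were assigned to groups from the deposited labels, and the groups were not changed where the direction of the values was opposite to the paper's, so "AGS" stands for the arrays labelled AGS throughout. The table held 0 columns of other samples. All 21448 probe sets were tested.

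Gene symbols come from the platform annotation. All 17709 probe sets with a symbol were found by gene ID in a RefSeq gene table of GRCh38.p14, and no symbol had to be updated. The genome build of the array annotation is not given in the sources used here, so no coordinates are printed. Where a gene had several probe sets (20 genes), the 1 with the highest mean over the 6 arrays stood for it. The 3739 unnamed probe sets were tested but no gene was assigned to them, and list genes without a named probe set were not analysed here.

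From the deposited log2 values, group means were compared with limma 3.58.1 (lmFit and eBayes, without trend and without robust) in R 4.3.3, with all 6 arrays in 1 model with 2 groups. P-values were adjusted by Benjamini-Hochberg, and 0.05 was the threshold. Counts at the study's cut-off used a linear fold of at least 2 and an unadjusted p of at most 0.05. The methods write this cut-off on the log2 scale, but the smallest fold in Table S1 is 2 on the linear scale. A total of 36 gene lists were used, with 560 entries, of which 508 had a named probe set. The lists were fixed before the deposited values were examined, but after the folds of Table S1 had been seen. Those folds come from this array experiment, so the lists were not chosen blind to its result. They were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The fry test asks whether the genes of a list move one way on balance. With an estimated correlation, 0 of the 15 lists called by camera keep an adjusted p under 0.05, and with fry 3 do. "Adjusted over the list alone" means Benjamini-Hochberg over the members of 1 list.

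The genes named in the text were chosen by a rule fixed before the data were examined. It takes the genes of the study's network and text, the 10 largest rises and the 10 largest falls among genes past the adjusted p with no overlap between the groups, up to 4 genes of each list, and GAPDH. The folds in Table S1 had been seen when the rule and the gene lists were written. Genes named beyond this rule (SQLE, PMVK, RHOBTB3, TP53I3, TIGAR, BIRC2 and MTHFD2) were chosen after their values were seen.

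The tests were run first on simulated data, with the real mean and spread of each of the 21448 probe sets and 200 changed ones. For the comparison of AGS and vehicle, limma recovered 0 of 50 changes of 1, 29 of 50 changes of 2, 42 of 50 changes of 3 and 48 of 50 changes of 4 on the log2 scale at the adjusted p, and called 6 unchanged probe sets. In this simulation, in which genes vary independently, a shift of 1 in the 17 cholesterol biosynthesis genes was found by camera at an adjusted p of 1.23e-14 among 36 lists, and 0 other lists were called. The alternatives were limma with trend and robust, an unmoderated one-way analysis of variance, array weights, quantile normalization, median centring, leaving out the 40% of probe sets with the lowest mean, only probe sets with a gene symbol, the replicate number as a block, leaving out each array, other limits on fold and p and other set tests. Group averages by Tukey's biweight, as an alternative for the fold, were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The study's q-PCR, protein, xenograft and metabolite measurements were not analysed here.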

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

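Of the tests in this part, only that of dividing cells was chosen after the result was seen. The lists below pass camera's adjusted p and concern genes that the paper does not discuss as a group. They were written after the folds of Table S1, which come from these arrays, had been seen, so their p-values are not blind to the data. With an estimated correlation none of the lists keeps its call in camera (adjusted p from 0.19 to 0.50).

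Targets of BMP and SMAD signalling were lower on the arrays labelled AGS, with a median log2 fold change of -1.66 over 11 genes (camera, adjusted p = 2.93e-08, and adjusted p = 0.19 with an estimated correlation). ID1, ID3, SMAD6 and ID2 fell over all probe sets, and 6 genes fell over the list alone. Targets of ATF4, the transcription factor of the amino acid response, had a median of -1.07 over 23 genes (camera, adjusted p = 1.75e-09, and adjusted p = 0.19 with an estimated correlation). None passed over all probe sets, and over the list alone 12 fell and 1 rose. PHGDH, the first enzyme of serine synthesis, had a log2 fold change of -2.99, which was -1.74 without AGS replicate 2, and CHAC1, which degrades glutathione, one of -2.56. Targets of YAP and TAZ had a median of -0.24 over 19 genes (camera, adjusted p = 0.00367, and adjusted p = 0.244 with an estimated correlation). AXL fell over all probe sets and 4 genes fell over the list alone, among them ANKRD1 with a log2 fold change of -4.72, the median was -0.40 without vehicle replicate 2, and the call was lost without AGS replicate 3 (adjusted p = 0.0763) and without the 40% of probe sets with the lowest mean (adjusted p = 0.0636).

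Immediate-early and AP-1 genes, of which the paper discusses JUN alone, had a median log2 fold change of 0.79 over 18 genes, none of which passed over all probe sets or over the list alone (camera, adjusted p = 7.78e-05, and adjusted p = 0.361 with an estimated correlation). EGR1 was at 14.01, 13.36 and 14.12 on the AGS arrays, at 13.53 on vehicle replicate 1 and at 7.01 and 8.27 on vehicle replicates 2 and 3, and JUNB had a log2 fold change of 1.65. Without vehicle replicate 1 the median of this list was 1.44. Targets of NF-kB had a median of 0.58 over 19 genes, of which 4 rose over the list alone, among them CCL5 (3.38) and TNFAIP3 (1.94) by log2 fold change (camera, adjusted p = 0.000558, and adjusted p = 0.19 with an estimated correlation), and the median was 0.93 without vehicle replicate 3. CCL5 was at 2.15 without vehicle replicate 1 and TNFAIP3 at 1.14 without AGS replicate 1. Interferon response genes had a median of 0.56 over 23 genes, with none past the test over the list alone (camera, adjusted p = 0.000406, and adjusted p = 0.50 with an estimated correlation). In this list IFI44L had a log2 fold change of 1.77, which was 0.94 without AGS replicate 1, and IFIT1 one of 1.11, and the median was 0.31 without AGS replicate 3. ER chaperone genes had a median of 0.49 over 14 genes, none passing, with DNAJB9 at a log2 fold change of 1.12 and PDIA4 at 0.88 (camera, adjusted p = 0.0339, and adjusted p = 0.361 with an estimated correlation). The ER chaperone call was lost without vehicle replicate 3 (adjusted p = 0.123), AGS replicate 1 (median 0.32, adjusted p = 0.15) or AGS replicate 3 (adjusted p = 0.0763), PDIA4 being at 0.58 without vehicle replicate 3, and with the replicate number as a block (adjusted p = 0.0509). Fibroblast and matrix genes had a median of 0.69 over 13 genes, of which 4 rose, LUM among them, and 2 fell, THBS2 among them, over the list alone (camera, adjusted p = 0.0262, and adjusted p = 0.244 with an estimated correlation). This call was lost without vehicle replicate 3 (adjusted p = 0.0734) or AGS replicate 1 (adjusted p = 0.0927) and by the unmoderated analysis of variance (adjusted p = 0.0787).

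Centrosome and cilium genes were lower on the arrays labelled AGS, with a median log2 fold change of -1.31 over 18 genes, all below 0, of which 8 fell over the list alone and none over all probe sets (camera, adjusted p = 1.75e-09, and adjusted p = 0.355 with an estimated correlation). IFT81, a ciliary transport gene, had a log2 fold change of -2.37 and AKAP9, a centrosome scaffold gene, one of -2.17, which was -1.27 without AGS replicate 2 and -3.33 without AGS replicate 3. Relative to the middle vehicle array the list's median was -1.32, -2.08 and -0.34 on AGS replicates 1, 2 and 3, and without AGS replicate 2 the median log2 fold change was -0.81. A narrower spread of signal, as on AGS replicate 2, is argued against as the whole cause, since the median was -1.18 after quantile normalization. Signal level alone is argued against too, since genes matched in mean signal had a median of -0.128. Genes matched in genomic length had a median of -0.057. They were not matched in signal as well, so low-signal genes among them could hide an effect of length, which stays open. Fewer dividing cells may also account for the lower values of this list. On vehicle replicate 3 the median of the mitosis genes differed by -3.20 and -3.87 from vehicle replicates 1 and 2. That of the centrosome and cilium genes differed by 0.23 and -0.33. This leaves the question of dividing cells open since it rests on 1 array, and an effect of AGS on these genes also stays open.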

How the results depend on the processing

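The counts depend on which arrays are in the comparison, and all p-values rest on 3 arrays per group, with no measure of signal over background in the table. At the study's cut-off, the main 393 higher and 709 lower probe sets ranged, with 1 array left out, from 318 (without AGS replicate 2) to 783 (without AGS replicate 3) higher and from 339 to 1427 lower for the same arrays. At the adjusted p, the main 9 higher and 11 lower ranged from 0 to 65 higher and from 0 to 198 lower. Without vehicle replicate 1 they were 1 and 1, without vehicle replicate 2 both 0, without vehicle replicate 3 0 and 1, without AGS replicate 1 0 and 3, without AGS replicate 2 both 0, and without AGS replicate 3 65 and 198. The unmoderated analysis of variance gave 220 and 299 at the study's cut-off and 0 in both directions at the adjusted p, with 1887 probe sets at an unadjusted p under 0.05. With trend and robust, limma called 17 higher and 14 lower at the adjusted p. A log2 fold change of at least 2 left 37 higher and 61 lower, and the adjusted p in place of the unadjusted one left 9 and 11, both stricter limits by construction. Otherwise the cause of these changes was not tested. The higher share of the probe sets past the study's cut-off was 35.7%, the lower share being 64.3%, and with the direction turned these change places. The higher share became 45.8% after quantile normalization (480 higher, 568 lower) and 48.4% without AGS replicate 2. Tukey's biweight averages, chosen after seeing the data, gave 395 higher and 664 lower.

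With the replicate number as a block, 2 were higher and 9 were lower at the adjusted p, and 8 of the 20 calls were kept. The deviations of arrays with the same number from their group means had correlations of 0.045, -0.037 and -0.119. Those of arrays with different numbers ranged from -0.178 to 0.183. These values show no sign of pairing by number, but with 3 arrays per group they cannot exclude it. Of the 15 lists called by camera, 14 kept their call with the block. Among lists not called over all 6 arrays, the block gave metallothionein genes an adjusted p of 0.0182, array weights gave DNA replication 0.0391 and glucocorticoid targets 0.0209, leaving out the dimmest probe sets gave glucocorticoid targets 0.0127, and heat shock genes reached 0.0302 with trend and robust and 0.0465 with median centring. The calls of cholesterol biosynthesis and p53 targets held in every alternative but the set tests. Both reached an adjusted p of 0.19 from camera with an estimated correlation, and p53 targets one of 0.14 with fry. The estimated correlation was 0.41 for cholesterol biosynthesis but 0.019 for p53 targets, near the preset of 0.01. It was below the preset for sterol uptake (-0.08) and for fibroblast and matrix genes (-0.027), whose calls were lost too. For those last lists a higher correlation between genes is argued against as the cause. Otherwise the cause was not tested. For MDM2, the log2 fold change ranged from 1.18 to 1.49 over 14 alternatives, none of which gave an adjusted p under 0.05.

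Other splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split gave 1102 probe sets past the study's cut-off, and the highest other split gave 905, so 1 split was as large. At the adjusted p the real split gave 20 and the highest other 66, so 2 were as large. That other split sets vehicle replicates 1 and 2 and AGS replicate 3 against the remaining arrays, and its count points to a structure of the samples that does not follow the labels. The absolute median of the cholesterol biosynthesis list was 2.20 against 1.16 in the highest other split (1 split as large), and that of the p53 targets was 0.21 against 0.31 (3 splits as large).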

Differences from the paper's values

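The paper reports 665 upregulated and 397 downregulated genes. By the deposited labels, 393 probe sets were higher and 709 lower with AGS at a linear fold of at least 2 and an unadjusted p of at most 0.05, and with the direction turned, vehicle over AGS, these become 709 higher and 393 lower, within 1.5 times the paper's counts. The paper's methods give the limit as a log2 fold change. As the labels run, of the 16 alternatives fixed before the data were examined, the higher count came within 1.5 times the paper's under median centring, quantile normalization and without vehicle replicate 3, AGS replicate 1 or AGS replicate 3, and not under the other 11. The lower count did so under the analysis of variance, quantile normalization and without vehicle replicate 2 or AGS replicate 2, and not under the other 12. With the direction turned, the count set beside the paper's 665 was outside 1.5 times it under 5 alternatives, the log2 limit, the adjusted p, the analysis of variance and without AGS replicate 2 or AGS replicate 3, and the count set beside 397 under 4, the same ones apart from leaving out AGS replicate 2. Tukey's biweight averages, chosen after seeing the values, gave 664 lower and 395 higher with AGS. Under them 75 of the 931 Table S1 genes matched here do not pass the cut-off, against 235 with group means.

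The signed linear folds of Table S1 have the opposite sign. The paper's fold for MDM2 is -2.53, against 2.55 as the labels run and -2.55 with the direction turned. For JUN the paper's is -3.31, against 2.81 and, turned, -2.81. For HMGCS1 the paper's is -11.21, against 10.36 and, turned, -10.36. For DHCR7 the paper's is -2.84, against 3.15 and, turned, -3.15. For FASN the paper's is -3.05, against 2.92 and, turned, -2.92. For CDKN1A the paper's is -4.25, against 3.43 and, turned, -3.43. Each kept the opposite sign under all 14 alternatives that give a fold. Some of these, such as the analysis of variance and the replicate block, cannot change a fold of group means. With the direction turned, each differed by no more than the larger group SD on the log2 scale under all 14. The copy of Table S1 used here holds 999 genes, 624 with a positive and 375 with a negative fold, fewer than the paper's counts, so no overlap was tested.

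The paper describes MDM2 and JUN as lowered by AGS, and on the arrays labelled AGS both had higher signals. In Fig. 1A the points marked as upregulated lie on the side of the higher average on the axis labelled CTRL, as the corresponding genes do by the deposited labels.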

Other observations

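Of the tests in this part, that of an exchange of both groups was chosen after the result was seen. Genes of serine and glycine synthesis were lower on the arrays labelled AGS, with a median log2 fold change of -0.77 over 8 genes (camera, adjusted p = 0.00125, and adjusted p = 0.355 with an estimated correlation). The median was -0.47 without AGS replicate 2. None passed over all probe sets, and 3 fell over the list alone, PHGDH, PSAT1 (-1.77) and MTHFD2 (-1.64). These 3 genes are also in the list of ATF4 targets, and the lists share other members, so their lower medians are not independent results. The genes of central carbon metabolism did not move as groups by camera, and none of their members passed limma's adjusted p. Glycolysis had a median log2 fold change of 0.10 over 18 genes (adjusted p = 0.731), from -0.08 without vehicle replicate 3 to 0.19 without vehicle replicate 2. In that list ALDOC was at 1.15 and SLC2A1, the glucose transporter, at 0.73, which was 0.23 without vehicle replicate 3 and 1.12 without vehicle replicate 1. The TCA cycle had a median of -0.33 over 15 genes (adjusted p = 0.146), which was -0.11 without AGS replicate 2 and -0.19 without vehicle replicate 2, with SUCLG1 at -0.80 and SUCLA2 at -0.72. Oxidative phosphorylation had a median of -0.12 over 19 genes (adjusted p = 0.731), from -0.22 to -0.03 with 1 array left out, with NDUFB8 at -0.51 and COX5B at 0.51. Carnitine and fatty acid oxidation had a median of -0.06 over 12 genes (adjusted p = 0.854), which was 0.06 after quantile normalization and from -0.18 to 0.005 with 1 array left out, with the carnitine carrier SLC25A20 at 1.15 and ALDH9A1 at -0.62. The pentose phosphate pathway had a median of -0.15, a mean of 0.01 and a lower direction of the test over 6 genes (adjusted p = 0.932), the median being 0.13 without AGS replicate 2, with PGD at 0.81 and RPIA at -0.41. With 1 array left out, NDUFB8 was at -0.82 to -0.32, RPIA was at -0.17 without vehicle replicate 1 and -0.18 without AGS replicate 2, and SUCLG1 was at -1.20 without AGS replicate 1.

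NRF2 targets had a median log2 fold change of -0.11 over 15 genes (adjusted p = 0.480 from camera, as for the lists that follow), which was 0.02 after quantile normalization, -0.42 without vehicle replicate 1 (adjusted p = 0.0124) and 0.21 without vehicle replicate 2 (adjusted p = 0.465). In that list SLC7A11, the cystine transporter, fell over the list alone (-1.59), and AKR1C1 (-2.41), which has close relatives that can share probes, did not pass. Heat shock genes had a median of -0.30 over 10 genes (adjusted p = 0.0536, and from 0.0403 to 0.167 with 1 array left out, under 0.05 without vehicle replicate 1 or vehicle replicate 2), with HSPD1 at -1.23 and HSP90AA1 at -1.03. Metallothionein and zinc genes had a median of -0.29 over 9 genes (adjusted p = 0.0989), with SLC30A1 at -1.18 and MT1F at -0.87. That median was -0.72 without vehicle replicate 2 (adjusted p = 0.00189) and -0.67 without AGS replicate 3 (adjusted p = 0.0162), but 0.15 without AGS replicate 2 (adjusted p = 0.979) and 0.03 without vehicle replicate 1 (adjusted p = 0.735). Targets of the aryl hydrocarbon receptor had a median of 0.21 over 5 genes (adjusted p = 0.516), from 0.04 to 0.37 with 1 array left out, with TIPARP at 0.78 and CYP1A1 at -0.37, the latter above 0 without vehicle replicate 2. Glucocorticoid targets had a median of 0.30 over 10 genes (adjusted p = 0.0885). It was 0.56 without AGS replicate 2 (adjusted p = 0.0175) and 0.45 without AGS replicate 3 (adjusted p = 0.00525), but -0.10 without AGS replicate 1 (adjusted p = 0.779). In that list SGK1 (3.21) and TSC22D3 (3.52) rose over the list alone, and TSC22D3 was at 11.43, 11.27 and 7.52 on AGS replicates 1, 2 and 3. Metalloproteinases and their inhibitors had a median of 0.28 over 13 genes (adjusted p = 0.309), which was -0.04 without AGS replicate 2, and over the list alone MMP7 rose (1.64) and TIMP3 fell (-1.12). Mesothelial markers had a median of 0.10, a mean of -0.06 and a lower direction of the test over 12 genes (adjusted p = 0.913), the median being 0.02 to 0.17 with 1 array left out, with CALB2, calretinin, lower over the list alone (-1.62) and KRT7 at -0.88. Markers of other cell types gave no call: haematopoietic markers had a median of 0.07 over 11 genes (adjusted p = 0.644), which was -0.003 after quantile normalization and 0.08 to 0.16 with 1 array left out, with CD3E at 0.59 and CD68 at -0.52, and endothelial markers a median of 0.06, a mean of -0.02 and a lower direction over 8 genes (adjusted p = 0.965), the median being -0.08 after quantile normalization and -0.02 to 0.19 with 1 array left out, with EMCN at -0.53 and ESAM at -0.44, the latter above 0 without AGS replicate 1. Epithelial markers had a median of 0.24 over 8 genes (adjusted p = 0.297), from 0.16 to 0.32 with 1 array left out, with CLDN3 at 0.39 and CLDN7 at 0.37, the latter below 0 without AGS replicate 2. Other genes of these lists that moved by over 1.5 times with 1 array left out were AKR1C1 (-3.66 without vehicle replicate 1 and -1.46 without vehicle replicate 2), HSP90AA1 (-0.56 without AGS replicate 2), SLC30A1 (-0.79 without AGS replicate 3), MT1F (-0.41 without vehicle replicate 1 and -0.23 without AGS replicate 2), CD3E (0.33 without vehicle replicate 3 and 0.37 without AGS replicate 2) and CD68 (-0.27, -0.11 and -1.19 without AGS replicates 1, 2 and 3). CYP1A1, ESAM and CLDN7, whose signs turned, reached -0.71 without vehicle replicate 1, -1.11 without AGS replicate 3 and 0.79 without AGS replicate 1, and CLDN3 was at 0.23 after quantile normalization.

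The signed folds run opposite to the study's over nearly the whole of Table S1. Of 931 genes matched by symbol, 912 had the opposite sign by Tukey's biweight averages, the correlation of log2 folds across genes was -0.974 (genes are not independent replicates), and 864 lay within 0.05 of the study's log2 fold once the sign was turned. As the cause of the opposite signs, a swap of 1 or 2 arrays between the groups is argued against. The best of 18 such assignments reached a correlation of 0.863 with Table S1, against 0.974 for exchanging both groups completely. Table S1 comes from these same arrays, so a swap made before the study's own analysis could not show in this test. The 912 genes cannot tell whether the labels of both groups were exchanged or the study's fold was taken as control over AGS, because both give the same signs. Fig. 1A, where points marked as upregulated have the higher CTRL average, argues for a fold of control over AGS and against an exchange made only at deposit. It carries the study's own labels, so it cannot show whether these were right, and the question stays open. The paper's q-PCR in the same cells runs the study's way for MDM2, JUN and the cholesterol genes, and so does its MDM2 protein. These measurements do not settle the question, and no biological explanation was tested.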
